# MicroRNA-31 negatively regulates peripherally derived regulatory T-cell generation by repressing retinoic acid-inducible protein 3

**DOI:** 10.1038/ncomms8639

**Published:** 2015-07-13

**Authors:** Lingyun Zhang, Fang Ke, Zhaoyuan Liu, Jing Bai, Jinlin Liu, Sha Yan, Zhenyao Xu, Fangzhou Lou, Hong Wang, Huiyuan Zhu, Yang Sun, Wei Cai, Yuanyuan Gao, Qun Li, Xue-Zhong Yu, Youcun Qian, Zichun Hua, Jiong Deng, Qi-Jing Li, Honglin Wang

## Abstract

Peripherally derived regulatory T (pT_reg_) cell generation requires T-cell receptor (TCR) signalling and the cytokines TGF-β1 and IL-2. Here we show that TCR signalling induces the microRNA miR-31, which negatively regulates pT_reg_-cell generation. miR-31 conditional deletion results in enhanced induction of pT_reg_ cells, and decreased severity of experimental autoimmune encephalomyelitis (EAE). Unexpectedly, we identify Gprc5a as a direct target of miR-31. Gprc5a is known as retinoic acid-inducible protein 3, and its deficiency leads to impaired pT_reg_-cell induction and increased EAE severity. By generating *miR-31* and *Gprc5a* double knockout mice, we show that miR-31 promotes the development of EAE through inhibiting Gprc5a. Thus, our data identify miR-31 and its target Gprc5a as critical regulators for pT_reg_-cell generation, suggesting a previously unrecognized epigenetic mechanism for dysfunctional T_reg_ cells in autoimmune diseases.

## Abstract (web summary)

Peripherally derived regulatory T cells (pT_reg_) exhibit immunosuppressive capacity. Here, the authors show that microRNA-31 acting through inhibiting its direct target Gprc5a negatively regulates pT_reg_ generation and promotes the development of experimental autoimmune encephalomyelitis.

T cells serve as a central cellular player in adaptive immunity, and their activation and differentiation are elicited by signals from T-cell receptor (TCR), co-stimulatory receptors and various cytokines^1^. Once activated by an antigen, naive CD4^+^ T cells proliferate and differentiate into various T helper (T_H_) cell subsets, including T_H_1, T_H_2, T_H_17 and regulatory T (T_reg_) cells, that release different cytokines and exhibit distinct effector functions^2^. Besides their critical role in driving immune responses against infections, T_H_1 and T_H_17 cells participate in the pathogenesis of autoimmune inflammatory diseases, such as experimental autoimmune encephalomyelitis (EAE)^3^. Moreover, naive T cells differentiate into T_reg_ cells exhibiting immunosuppressive capacity, and the transcriptional factor FoxP3 controls their development and fucntion^4^,^5^. According to their origins, T_reg_ cells are divided into thymus-derived T_reg_ (tT_reg_) cells derived from the thymus, peripherally derived regulatory T (pT_reg_) cells generated out of the thymus under various inductive signals, and *in vitro*-induced regulatory T (iT_reg_) cells^6^,^7^. It is now clear that naive CD4^+^ T cells sorted as FoxP3^−^ in the thymus possess full potential to differentiate into pT_reg_ cells, thus are potential targets for therapeutic interventions for chronic inflammatory diseases^7^,^8^. Independent on thymus, pT_reg_ cells differentiate in secondary lymphoid organs and tissues, and require TCR signalling and the cytokines TGF-β and IL-2 (ref. 7), and only a low antigen dose of a high-affinity TCR ligand is optimal to generate a persistent population of pT_reg_ cells *in vivo*^9^.

So far, dysfunctional T_reg_ cells are identified in several autoimmune disorders including mutiple sclerosis (MS)^10^,^11^,^12^. One of the failures of T_reg_-cell-mediated immunoregulation is inadequate numbers of T_reg_ cells that may be due to defective induction of pT_reg_ cells in the periphery^13^. Thus, understanding of molecular mechanisms underlying pT_reg_-cell generation might provide deeper insights into physiological and pathological immune responses in autoimmune inflammatory diseases.

MicroRNAs (miRNAs) are single-stranded, small noncoding RNAs located in introns or exons of protein-coding genes as well as in non-coding genes^14^. miRNAs have been implicated in maintaining immune homeostasis during stress, such as inflammation, by regulating gene expression at post-transcriptional level^15^. Several studies have reported that specific miRNA signatures were observed for specialized T-cell subsets, and these miRNAs are dynamically regulated during T-cell maturation^16^,^17^. Dicer and Drosha are two essential components for the generation of miRNA, and loss of these factors leads to defects in lymphocyte differentiation and autoimmune inflammation^18^,^19^. Recently, accumulating evidence has demonstrated that miRNAs are also crucial for T_reg_-cell development, function and stability^17^,^18^,^19^,^20^. T_reg_ cells display a set of miRNAs that is distinct from conventional T cells^21^. However, intrinsic miRNAs involved in the polarization of T_reg_ cells from naive T cells *in vitro* and *in vivo* settings are largely undetermined.

In this study, we showed that miR-31 expression was triggered by TCR signalling, and downregulated by TGF-β1-induced FoxP3. The conditional deletion of miR-31 in CD4^+^ T cells led to enhanced induction of pT_reg_ cells in the periphery, and decreased severity of EAE. Retinoic acid (RA) regulates the expression of genes required for cell proliferation, differentiation and survival by binding its nuclear retinoic acid receptors (RARs) and retinoid X receptors (RXRs)^22^. Although RA has been shown to enforce pT_reg_-cell generation^23^, the mechanism by which RA promotes pT_reg_-cell induction is ill-defined. Unexpectedly, we here identified Gprc5a as a direct target of miR-31. Gprc5a is also known as retinoic acid-inducible protein 3 harbouring the functional RAR/RXR binding sites of RA in its core promoter^24^. Gprc5a was targeted by miR-31 through direct binding to its 3′-untranslated regions (3′-UTR), and its deficiency resulted in the impairment of pT_reg_-cell induction and increased EAE severity. Thus, our findings demonstrated that miR-31 negatively regulated pT_reg_-cell generation by targeting Gprc5a, suggesting a novel epigenetic mechanism for impaired pT_reg_-cell induction in autoimmunity.

## Results

### miR-31 expression is triggered by TCR signalling

Report of FoxP3 mRNA harbouring the target sequence of miR-31 promoted us to investigate its role in the induction and/or function of T_reg_ cells which are vital for preventing autoimmune disease^21^. We induced EAE, an animal model of MS, with myelin oligodendrocyte glycoprotein peptide (MOG_35–55_) in mice to investigate expression pattern of miR-31 in pathogenic T cells in the tissue-specific autoimmune inflammation. miR-31 expression was assessed in splenocytes and sorted CD4^+^ T cells at day 10 post immunization. We found that the expression of miR-31 was significantly increased in both splenocytes and pathogenic CD4^+^ T cells in EAE mice compared with healthy controls (Fig. 1a). We next stimulated the TCR of naive T (CD4^+^CD25^−^CD62L^high^) cells with plate-coated anti-CD3- and soluble anti-CD28-specific antibodies, and we detected that the miR-31 expression was increased ∼125-fold in activated CD4^+^ T cells compared with untreated naive T cells (Fig. 1b). Together, these data suggest that TCR signalling induces miR-31 expression in CD4^+^ T cells.

Because the TCR signal coordinating with lineage-specific cytokines triggers naive T cells to differentiate into specialized effector cells, we sought to examine miR-31 expression in different T-cell subsets. We differentiated naive T cells *in vitro* under polarizing conditions for the generation of T_H_1, T_H_17 and iT_reg_ cells in cultures as these T-cell subsets are critical in the pathology of EAE^25^,^26^,^27^. At 4 days after activation, miR-31 expression was 29.5-fold higher in T_H_1 cells, 47.4-fold higher in T_H_17 cells, but there was 5.6-fold reduction in iT_reg_ cells than that of naive T cells (Fig. 1c), which suggested a possible regulatory role for miR-31 in CD4^+^ T-cell lineage differentiation. Because miR-31 has been implicated to negatively regulate FoxP3 expression in human T_reg_ cells^21^, we sought to investigate whether upregulation of miR-31 coincides with downregulation of FoxP3 during iT_reg_-cell induction. We polarized naive T cells derived from *FoxP3*^*gfp*^ reporter mice into iT_reg_ cells, and examined miR-31 expression in sorted CD25^+^FoxP3^−^ and CD25^+^FoxP3^+^ cells. The miR-31 expression in CD25^+^FoxP3^+^ cells was ∼90-fold lower than that in CD25^+^FoxP3^−^ population (Fig. 1d,e). These data demonstrate that miR-31 is preferentially diminished in iT_reg_ cells. Although the expression of miR-31 was slightly increased in tT_reg_ and pT_reg_ cells compared with iT_reg_ cells, its expression in either tT_reg_ or pT_reg_ was not significantly different between control and EAE mice, suggesting that T_reg_ cells maintain baseline miR-31 expression *in vivo* (Supplementary Fig. 1a). To further identify why iT_reg_ cells exhibit diminished levels of miR-31, we activated naive T cells with CD3- and CD28-specific antibodies in the absence or presence of TGF-β1, and measured the time-dependent appearance of miR-31. miR-31 abundance was gradually increased during the stimulation with CD3 and CD28 antibodies in the absence of TGF-β1, however, decreased at 12 h when FoxP3 was induced by adding TGF-β1 (Fig. 1f). Moreover, TGF-β1 dose-dependently decreased miR-31 expression in iT_reg_-cell differentiation (Supplementary Fig. 1b,c). Together, these data indicate that miR-31 expression might be downregulated by TGF-β1-induced FoxP3 during iT_reg_-cell induction *in vitro*. Database analysis revealed one potential FoxP3-binding site in the promoter element at −1919 upstream from the transcription start site (TSS) of mouse *miR-31* (Fig. 1g upper panel). To establish the possible binding of FoxP3 to the putative binding site in the promoter element of *miR-31*, we carried out chromatin immunoprecipitation (ChIP) assays. These assays showed a significant recruitment of FoxP3 to the putative *miR-31* promoter (Fig. 1g lower panel). Thus, our results suggest that FoxP3 possibly binds *miR-31* promoter and downregulates its expression during iT_reg_-cell *in vitro* differentiation.

### miR-31 conditional deletion ameliorates autoimmune disease

To determine whether miR-31 expressed by pathogenic CD4^+^ T cells is a functionally relevant regulator for the development of autoimmune inflammation, we used homologous recombination to generate mice with a *miR-31* allele flanked by *loxP* sites (floxed; Fig. 2a upper panel). The germline-transmitted mice were crossed with *CD4*^*Cre*^ transgenic mice to achieve a conditional knockout mouse model with a deleted *miR-31* allele in CD4^+^ T cells (Fig. 2a lower panel). To verify a specific deletion of *miR-31* in CD4^+^ T cells, we designed primers (P1 and P2) spanning the *loxP* sites (floxed allele, 1,195 bp; deleted allele, 474 bp) and genotyped mice using DNA of either splenocytes or sorted CD4^+^ T cells derived from *miR-31*^*fl/fl*^*CD4*^*Cre*^ (cKO) and *miR-31*^*fl/fl*^ control mice (Fig. 2a). We detected both floxed and deleted alleles in splenocytes of cKO mice, while only a floxed allele in splenocytes of *miR-31*^*fl/fl*^ control mice, a deleted allele in CD4^+^ T cells of cKO mice and a floxed allele in CD4^+^ T cells of *miR-31*^*fl/fl*^ control mice (Fig. 2b). Quantitative real-time PCR (qPCR) analysis confirmed a specific *miR-31* ablation in CD4^+^ T cells in cKO mice (Fig. 2c). These mice remained healthy without any detectable immune-mediated pathology at least for 32 weeks. By inducing EAE, we demonstrated that the specific miR-31 ablation in CD4^+^ T cells significantly decreased its severity accompanied by an evident prevention of weight loss in cKO mice compared with *miR-31*^*fl/fl*^ controls (Fig. 2d,e). Moreover, the deletion of miR-31 led to a marked decrease in infiltration of inflammatory cells and demyelination in spinal cord of cKO mice with EAE (Supplementary Fig. 2a–c). Thus, using genetic approach, we clearly demonstrated the significant impact of miR-31 expressed by CD4^+^ T cells on the development of autoimmunity.

### miR-31 skews the CD4 T-cell-mediated immune balance

To assess how deletion of miR-31 in CD4^+^ T cells reduced the severity of progressive EAE, we analysed T-cell frequency and activation in non-immunized cKO mice. By flow cytometric analysis, we observed no substantial changes in T-cell numbers and activation status in the thymus in cKO mice compared with *miR-31*^fl/fl^ controls (Supplementary Fig. 3a,b). T-cell proliferation in response to stimulation via TCR-CD28 was also similar in *miR-31*^fl/fl^ and cKO T cells as determined by CellTrace Violet (CTV) fluorescence (Fig. 3a). These data suggest that miR-31 is dispensable for T-cell development, activation and proliferation. We next analysed T_reg_-cell frequency in non-immunized mice, and found that miR-31 deficiency did not change the proportion of T_reg_ cells in the thymus and periphery, indicating that miR-31 had no impact on tT_reg_ and pT_reg_-cell development (Supplementary Fig. 4a–c). T_H_1 and T_H_17 cells are inflammatory cells that develop during tissue-specific inflammatory responses and play a critical role in enhancing tissue inflammation^25^,^27^. Therefore, we investigated inflamed spleen and central nervous system (CNS) from *miR-31*^fl/fl^ and cKO mice for the presence of IFN-γ-producing (T_H_1) and IL-17-producing (T_H_17) CD4^+^ T cells during EAE. In contrast to *miR-31*^fl/fl^ controls, cKO mice showed a significant reduction of T_H_1 and T_H_17 cell proportion not only in inflamed spleen (Fig. 3b,c) but also in CNS (Fig. 3d,e) 14 days post immunization with MOG_35–55_. These data suggest that the development of inflammatory T_H_1 and T_H_17 cells in cKO mice is impaired during the induction phase of autoimmune disease. We next investigated whether the decreased encephalitogenic potential of CD4^+^ T cells in cKO mice was a consequence of increased peripheral T_reg_-cell generation during EAE. On day 14 post immunization, we observed a marked increase in the proportion and absolute numbers of T_reg_ cells in the periphery of cKO mice (Fig. 3f–h). Moreover, there was no significant difference of tT_reg_ frequency in *miR-31*^fl/fl^ and cKO mice with EAE (Supplementary Fig. 4d). Together, these results demonstrate that miR-31 skews the balance between pathogenic T_H_1/T_H_17 cells and T_reg_ cells in the periphery during autoimmune inflammation.

### miR-31 limits pT_reg_-cell induction

Because miR-31 exhibited a distinct expression pattern in differentiated CD4^+^ T-cell subsets, we postulated that the intrinsic miR-31 may regulate their *in vitro* generation. We sorted naive T cells from *miR-31*^*fl/fl*^ and cKO mice, and polarized them into T_H_1, T_H_17 and iT_reg_ cells under lineage-specific conditions *in vitro*. After 4 days culture, we found no significant change for the differentiation of T_H_1 and T_H_17 cells from naive T cells of cKO mice compared with *miR-31*^*fl/fl*^ control mice (Fig. 4a–d). Of note, the lack of miR-31 markedly induced iT_reg_-cell differentiation in culture (Fig. 4e). Thus, these data suggest that miR-31 deficiency preferentially enhanced the generation of TGF-β1-induced iT_reg_ cells *in vitro*. Helios is potentially a marker, which could distinguish tT_reg_ cells from pT_reg_ cells^28^. We injected intravenously bone marrow cells (5 × 10^6^) from either *miR-31*^fl/fl^ or cKO mice into lethally irradiated C57BL/6J recipient mice to generate bone marrow chimeric mice. Eight weeks after bone marrow transplantation, EAE was induced in all chimeric mice. On day 14 post immunization, we analysed the frequency of Helios^−^FoxP3^+^ pT_reg_ cells and Helios^+^FoxP3^+^ tT_reg_ cells in the spleen of chimeric mice by flow cytometry. By Helios staining, we demonstrated that the conditional deletion of miR-31 led to increased numbers of Helios^−^ pT_reg_ cells, whereas Helios^+^ tT_reg_ cells had no significant change *in vivo* (Supplementary Fig. 5). Together, our data indicate that miR-31 limits pT_reg_-cell induction in autoimmunity. We next examined the suppressive capacity of *miR-31*^*fl/fl*^ and cKO T_reg_ cells. CTV dilution determined that cKO T_reg_ cells inhibited T-cell proliferation to the same extent as *miR-31*^*fl/fl*^ T_reg_ cells (Fig. 4f). pT_reg_ cells had robust suppression and enhanced stability, suppressed ongoing EAE^29^. Given the fact that pT_reg_ cells converted from conventional T cells play a critical role in the control of development of EAE or other autoimmune diseases^8^,^26^,^30^,^31^,^32^, we here provided strong evidence that promoting generation of pT_reg_ cells by disrupting miR-31 was likely responsible for the observed phenotype.

### Gprc5a is a target of miR-31

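Naive T cells from 3 *miR-31* fl/fl control mice and 3 *miR-31* fl/fl*CD4* Cre (cKO) mice, 6 weeks old, were polarized into iT_reg_ cells for 4 days. The RNA of each mouse's culture was read on its own one-colour microarray. The labels of the samples give 5 μg ml-1 anti-CD3, 2 μg ml-1 anti-CD28, 5 ng ml-1 TGF-β1 and 40 ng ml-1 IL-2 for these cultures. The methods of the paper give 10 ng ml-1 IL-2 for iT_reg_ polarization. The labels and the methods also name different RNA extraction kits. From each sample, 0.5 μg of RNA was labelled with the dye Cy3 and hybridized to an Agilent whole mouse genome array of 45018 spots, whose 41174 different probes are 60 bases long. Each spot's brightness was extracted from the scan with Agilent Feature Extraction, which subtracts the background within the array. The authors also made a table of these signals on the log2 scale whose distributions are nearly equal on all arrays. The paper's text does not name the normalization or a test specific to the array. Its statistics section names a 2-sided Student's *t*-test for the study as a whole. Signal stood well above background for 54.2%, 50.7% and 57.7% of spots on the cKO arrays and for 49.3%, 57.1% and 54.6% on the control arrays. Saturation affected 0 spots. The 3 cKO arrays and control array 1 lie on one slide and control arrays 2 and 3 on another, so the slide is partly confounded with the genotype. Here, the log2 of each array's background-subtracted signal was taken relative to that array's 75th percentile. The spots of a probe were averaged after dropping spots marked as outliers. The 22281 probes well above background on at least 3 of the 6 arrays were compared between cKO and control with limma, with Benjamini-Hochberg adjustment. On these probes, Pearson's *r* across probes was 0.974 to 0.985 between cKO arrays, 0.984 to 0.989 between control arrays and 0.948 to 0.984 between arrays of different genotype. The number of arrays limits the precision of every value.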

To elucidate the mechanisms, we combined microarray gene expression analysis and target prediction to look for putative targets of miR-31. 

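The arrays hold at least 1 tested probe for each of the 7 genes listed in Fig. 5c. A gene with several probes is given by its brightest probe, which has the highest mean over the 6 arrays. Each value is the log2 signal relative to the array's 75th percentile, as mean ± SD of 3 arrays per genotype. Positions are on mouse genome build mm9. Mboat2 (NM_026037), read by a probe on chromosome 12 from 25644123 to 25644182, had a signal of 0.00 ± 0.59 in cKO and −2.76 ± 0.68 in control iT_reg_ cells, a log2 fold change of 2.77 (standard error 0.43, adjusted p = 0.069 from limma). Its value moved most under normexp background correction with quantile normalization, to 1.86. Gpld1 (NM_008156, chromosome 13, 25082382 to 25082441) had −1.79 ± 0.72 in cKO and −3.92 ± 0.15 in control cells, a log2 fold change of 2.13 (standard error 0.35, adjusted p = 0.079). The change of Gpld1 was 1.18 with normexp and quantile normalization and 1.50 with normexp and the 75th percentile, both less than 3.5-fold. Rcor2 (NM_054048, chromosome 19, 7349618 to 7349677) had 0.77 ± 0.83 and −1.36 ± 0.51, a log2 fold change of 2.12 (standard error 0.46, adjusted p = 0.12). Nrbp2 (NM_144847, chromosome 15, 75916050 to 75916109) had 0.68 ± 0.34 and −1.32 ± 0.41, a log2 fold change of 2.00 (standard error 0.26, adjusted p = 0.067). Ahnak was read by 6 tested probes, with log2 fold changes of 1.15 to 1.45 for those annotated NM_009643 and of 1.38 and 2.12 for those annotated NM_001039959, another transcript. Its brightest probe, for NM_009643 on chromosome 19 from 9093549 to 9093608, had 4.19 ± 0.46 in cKO and 2.97 ± 0.29 in control cells, a log2 fold change of 1.22 (standard error 0.27, adjusted p = 0.12). Gprc5a (NM_181444) was read on chromosome 6 by 2 probes with different changes. The brighter one, from 135034590 to 135034649, had −0.20 ± 0.50 in cKO and −1.17 ± 0.14 in control cells, a log2 fold change of 0.97 (standard error 0.26, adjusted p = 0.14). The dimmer one, from 135034502 to 135034561, was well above background on 3 cKO arrays and 1 control array and had a log2 fold change of 2.00 (standard error 0.33, adjusted p = 0.078). The brightest of the 3 Myo6 probes (NM_001039546, chromosome 9, 80157072 to 80157131) had 0.29 ± 0.42 in cKO and 0.78 ± 0.28 on the 2 control arrays with a value, a log2 fold change of −0.49 (standard error 0.28, adjusted p = 0.34). The other Myo6 probes had changes of 1.75 and −0.90, and at the first every cKO array lay above every control array. The fold changes printed in Fig. 5c match this Myo6 probe, the dimmer Gprc5a probe and the Ahnak probe at 2.12, not the brightest ones. This match was found after the values were seen.

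For each of these genes except Myo6, every cKO array lay above every control array at the brightest probe. An exact permutation test of 3 arrays against 3 gives such a separation a 2-sided p = 0.10, the smallest this design allows. Such separation was seen for 36.6% of all tested probes, against 10% by chance. Of the 7 genes, 0 had an adjusted p under 0.05 over all tested probes, and 6 had an unadjusted p under 0.05 in limma. Adjusted over the list alone, 6 were past it, which is not independent evidence, since the list was chosen on these arrays. With each array left out in turn, the log2 fold change stayed between 2.38 and 3.02 for Mboat2, 1.71 and 2.36 for Gpld1, 1.73 and 2.56 for Rcor2, 1.77 and 2.18 for Nrbp2, 1.03 and 1.47 for Ahnak, 0.68 and 1.12 for Gprc5a, and −0.69 and −0.27 for Myo6. With the slide as a term in limma, it was 2.45 for Mboat2, 1.95 for Gpld1, 1.76 for Rcor2, 1.67 for Nrbp2, 1.04 for Ahnak and 1.05 for Gprc5a. The other slide holds only control arrays 2 and 3, so these values are the cKO mean minus control array 1. They rest on that 1 control array and cannot part the slide from it. The adjusted p with this term was 0.40 for Nrbp2, 0.48 for Mboat2, 0.51 for Gpld1, 0.65 for Gprc5a, 0.66 for Ahnak and 0.66 for Rcor2. Such a term could not be fitted for Myo6, which has no value on control array 1. Limma with weights for the arrays gave an adjusted p under 0.05 for Mboat2, Ahnak, Gpld1, Rcor2 and Nrbp2. That fit weighted cKO array 3 at 0.17 and had 1821 probes past adjusted p in all. Averaging the probes of Myo6 turned its log2 fold change to 0.68. From the overlap of genes higher in cKO iT_reg_ cells with genes predicted as targets from sequence, the paper selects putative targets of miR-31 for further tests.

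**Figure D1:**
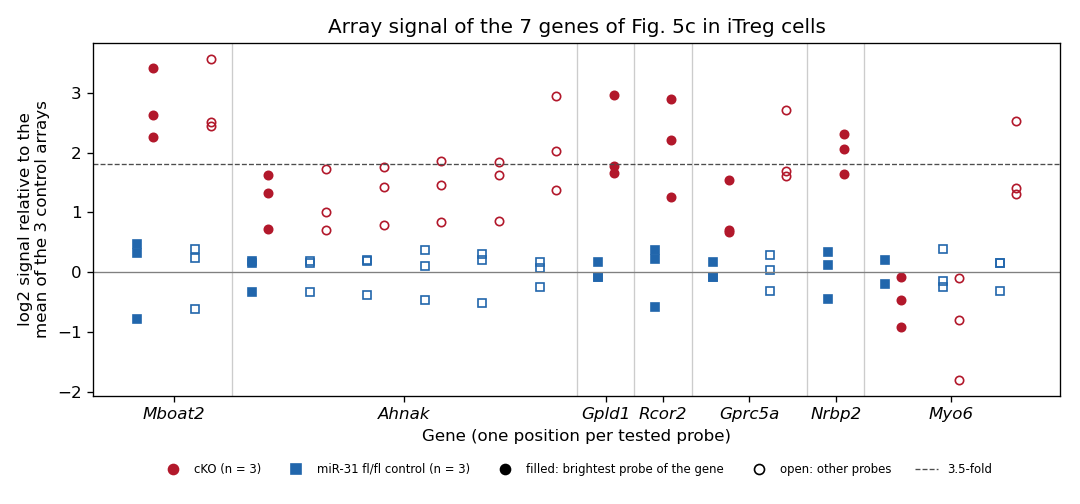
Log2 array signal of each tested probe of the 7 genes (x axis), relative to the mean of the control arrays (y axis), with 1 point per array with a value for 3 cKO (circles) and 3 control mice (squares), filled for a gene's brightest probe and open for others. The dashed line marks a 3.5-fold rise, and the points show the spread between Gprc5a's probes, with log2 fold changes of 0.97 and 2.00, and between those of Myo6, from −0.90 to 1.75.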

Using a combination of these two approaches, we identified seven predicted target genes that were upregulated in polarized iT_reg_ cells derived from cKO mice (Fig. 5a–c). To confirm accuracy of the microarray data, we validated these potential target genes by increasing sample numbers. We found one predicted target of miR-31, Gprc5a, was significantly upregulated at mRNA levels, and increased by more than 5.0-fold in cKO iT_reg_ cells compared with *miR-31*^*fl/fl*^ controls (Supplementary Fig. 6 and Fig. 5d). In contrast to *miR-31*^*fl/fl*^ iT_reg_ cells, Gprc5a protein level was also increased by 1.96-fold in cKO iT_reg_ cells (Fig. 5e). Gprc5a was reported to be regulated directly by RA via its receptors, RARs and RXRs^33^,^34^. These nuclear RA receptors bind to the *Gprc5a* promoter for its transcriptional activity^24^. We next generated a reporter construct that includes the 3′-UTR of Gprc5a mRNA. In contrast to a control construct lacking the target sequence, miR-31 overexpression led to significantly decreased luciferase activity derived from the construct expressing the target sequence (Fig. 5f,g). Thus, our data demonstrate that miR-31 is capable of directly targeting a sequence within the 3′-UTR of Gprc5a mRNA and that Gprc5a is one of the key targets of miR-31 in T_reg_-cell differentiation.

### Gprc5a is critical for pT_reg_-cell differentiation

Gprc5a was reported to be expressed preferentially in lung tissue and to be a putative lung tumour suppressor gene^35^. The functional analysis of Gprc5a in T-cell differentiation and autoimmunity is not yet performed. We induced EAE, and measured Gprc5a expression in inflamed spleen and sorted CD4^+^ T cells. In contrast with non-immunized controls, Gprc5a expression was significantly decreased in spleen and CD4^+^ T cells in EAE mice, and this might be the consequence of increased miR-31 under inflammatory conditions (Fig. 6a,b). Western blot analysis confirmed that expression of Gprc5a protein was much lower in spleen and CNS of EAE mice than those of healthy controls (Fig. 6c,d). We assessed the role of Gprc5a in pT_reg_-cell generation using *Gprc5a*^−/−^ mice^35^. Gprc5a deficiency resulted in a marked decrease in the TGF-β1-mediated induction of iT_reg_ cells, but had no impact on the induction of T_H_1 and T_H_17 cells (Fig. 6e and Supplementary Fig. 7a,b), suggesting that Gprc5a preferentially regulates FoxP3 expression. Thus, our data demonstrate that Gprc5a is a novel regulator in iT_reg_-cell generation. Interestingly, consistent with the observation in *miR-31* cKO mice, we found that Gprc5a deficiency did not affect tT_reg_-cell generation in healthy mice (Fig. 6f). To test the impact of Gprc5a on the T_reg_-cell response during inflammation, we analysed the frequency of T_reg_ cells in inflamed spleen in *Gprc5a*^−/−^ mice after the induction of EAE. Gprc5a deficiency resulted in a significant decrease in the percentage of pT_reg_ cells compared with WT controls (Fig. 6g, h), suggesting that Gprc5a is critically required for pT_reg_-cell generation *in vivo in* autoimmune disease. Notably, *Gprc5a*^−/−^ mice developed EAE not only much earlier, but also more severe than *Gprc5a*^+/+^ mice (Fig. 6i). Moreover, an excessive weight loss was displayed in *Gprc5a*^−/−^ mice compared with *Gprc5a*^+/+^ mice (Fig. 6j). To further investigate whether miR-31 affects EAE development via regulating Gprc5a *in vivo*, we generated double knockout (DKO) mice by crossing *miR-31* cKO mice with *Gprc5a*^−*/*−^ mice. We demonstrated that the severity of EAE was significantly reduced in cKO mice compared with *Gprc5a*^−*/*−^ mice, however, the disease phenotype was completely restored when *Gprc5a* was deleted in the cKO mice (Supplementary Fig. 7c). Collectively, our observations indicate that Gprc5a is regulated by miR-31, and functionally involved in the development of EAE. The beneficial effect of RA is possibly due to its stimulation of Gprc5a expression to promote pT_reg_-cell generation in tissue-specific autoimmune inflammation.

## Discussion

T_reg_ cells have been reported to be capable of controlling CNS autoimmunity in several CD4^+^ T-cell-driven EAE models. T_reg_-cell frequency within the CNS was increased during the recovery phase of actively induced EAE^36^,^37^, and the adoptive transfer of T_reg_-cells ameliorated EAE symptoms^36^,^38^. Furthermore, depletion of T_reg_ cells with anti-CD25 mAb has been demonstrated to exacerbate EAE^36^. More importantly, reduced T_reg_-cell proliferative potential and cloning frequency were identified in patients with MS^12^,^39^. Thus, regulators of T_reg_-cell generation are considered to harbour valuable potential for clinical applications in the treatment of autoimmune disorders. Here, we report that miR-31 expression in CD4^+^ T cells was triggered by TCR signalling, and downregulated by TGF-β1-mediated FoxP3. Its conditional deletion substantially enhanced the pT_reg_-cell induction and ameliorated disease severity in the EAE model. Mechanistically, we have proven that by targeting Gprc5a, a known retinoic acid-inducible protein, miR-31 promoted the generation of pT_reg_ cells *in vivo*. Gprc5a is a functional target of miR-31, and its deficiency resulted in impaired pT_reg_-cell generation and increased EAE severity.

Antigen-specific stimuli delivered through the TCR cooperates with antigen-nonspecific cytokines to support proliferation and differentiation of distinct T_H_ cell subsets^40^. However, it has become increasingly clear that miRNAs, post-transcriptional regulators, are involved in driving T_H_ cell differentiation and lineage commitment^41^. A selective effect of miR-31 on pT_reg_-cell differentiation could be explained by the differential requirement of TCR signalling in the induction of these T-cell lineages. A low antigen dose of a high-affinity TCR ligand favours to induce pT_reg_ cells *in vivo*^9^, whereas high doses of TCR stimulation prevents FoxP3 induction and pT_reg_-cell generation through activating NF-κB signalling^42^. Indeed, we have determined that the activation of NF-κB induced miR-31 expression through a direct binding of p65 to its promoter (to be published elsewhere). Thus, it is possible that in the absence of TGF-β1, TCR stimulation at high doses elicits activation of NF-κB, which directly triggers the expression of miR-31 inhibiting FoxP3 levels in CD4^+^ T cells. However, TCR stimulation at low doses induces FoxP3, which may downregulate miR-31 expression through binding to its promoter, providing a feedback loop during pT_reg_-cell differentiation.

Several miRNAs have been reported to impact T_reg_-cell development and function. miR-155 is highly expressed in T_reg_ cells, facilitates T_reg_-cell homeostasis by repressing *Socs1* and its deficiency results in decreased numbers of both tT_reg_ cells and pT_reg_ cells^43^. miR-21 indirectly acts as a positive regulator of human FoxP3 expression^21^. miR-146a is critical for T_reg_-cell-mediated control of T_H_1 responses via targeting Stat1 (ref. 44). Despite that miR-17∼92 is dispensable for the development of tT_reg_ cells *in vivo*, miR-17∼92 ablation reduces the frequency of MOG_35–55_-specific pT_reg_ cells during EAE^45^. miR-10a is induced by TGF-β1 and RA, and promotes the differentiation of pT_reg_ cells through inhibiting Bcl-6 (ref. 46). Collectively, these T_reg_-cell-associated miRNAs are all enriched in T_reg_ cells compared with conventional T cells, and function as positive regulators. Our data demonstrated that miR-31 was preferentially diminished in T_reg_ cells, was downregulated by FoxP3, and negatively regulated naive CD4^+^ T-cell differentiation into pT_reg_ cells. The conditional deletion of *miR-31* in CD4^+^ T cells resulted in enhanced induction of pT_reg_ cells in the periphery, and decreased severity of autoimmune disease. Thus, we highlight miR-31 acts as a negative regulator for pT_reg_-cell generation *in vivo*. Although different targets of miR-31 were identified, its similar effect was also reported previously for human T_reg_ cells^21^. Our findings are inconsistent with a recent report which demonstrated that growth factor independent 1 (Gfi-1) was underexpressed in pT_reg_ cells, downregulated by TGF-β1 and limited the pT_reg_-cell differentiation^47^.

miR-31 is the only member of a broadly conserved miRNA ‘seed family' that is present in vertebrates and Drosophila^48^. miR-31 regulates keratinocyte differentiation through inhibiting hypoxia-inducible factor 1 (ref. 49). Furthermore, in contrast to other T-cell subsets, miR-31 has been shown to be downregulated in human T_reg_ cells^21^. This raises the intriguing possibility that miR-31 may be preferentially diminished in T_reg_ cells and its upregulation in CD4^+^ T cells under inflammatory stress may limit pT_reg_ cell induction in human autoimmune diseases.

RA has been proven to facilitate pT_reg_-cell generation^23^. RA regulates Gprc5a transcriptional activity by binding to its receptors, RARs and RXRs^24^,^33^,^34^. So far, the role of Gprc5a in the T-cell differentiation programme is not investigated. We here showed that Gprc5a deficiency led to a severe defect in *in vitro*- and *in vivo*-generation of T_reg_ cells, as well as increased severity of inflammatory CNS phenotypes, indicating that this may be one of the mechanisms by which RA inhibits autoimmune reactions *in vivo*. However, the molecular mechanism by which Gprc5a promotes T_reg_-cell generation and suppresses autoimmune disease is subjected to further investigation. Nevertheless, by generating *miR-31* and its target *Gprc5a* DKO mice we clearly show that miR-31 promotes the development of autoimmune disease through inhibiting Gprc5a.

In summary, our results demonstrate that miR-31 inhibits pT_reg_-cell generation through directly targeting Gprc5a, a retinoic acid-inducible protein and promotes autoimmunity, therefore, providing the first *in vivo* genetic evidence that miR-31 and its novel target Gprc5a are critical intrinsic factors for controlling physiological and pathological immune responses regulated by pT_reg_ cells.

## Methods

### Mice

C57BL/6J mice (stock number: 000664), B6.Cg-*FoxP3*^tm2Tch/J^ mice (stock number: 006772, designated as *FoxP3*^*gfp*^) and *CD4*^*Cre*^ mice (stock number: 017336) were purchased from The Jackson Laboratory (Bar Harbor, ME). B6.129S6-Rag2^tm1Fwa^ N12 (*RAG2*^−*/*−^) mice were purchased from Taconic Labs (Hudson, NY). *Gprc5a*^−*/*−^ mice were generated as previously reported^35^. Mice were kept under specific pathogen-free conditions in compliance with the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* with the approval (SYXK-2003-0026) of the Scientific Investigation Board of Shanghai Jiao Tong University School of Medicine, Shanghai, China. To ameliorate any suffering of mice observed throughout these experimental studies, mice were euthanized by CO_2_ inhalation.

### Generation of *miR-31* ^*fl/fl*^ and *miR-31* ^*fl/fl*^ *CD4* ^*Cre*^ mice

The *miR-31* locus (mmu-mir31 ENSMUSG00000065408, http://www.ensembl.org/index.html) is on the chromosome 4 (Mus musculus) and encodes the *miR-31*. To create *loxP-miR-31-loxP* mice, a targeting vector was designed to insert with an frt-flanked PGK-neo cassette and a loxP site upstream of *miR-31*, and a second loxP site downstream. LoxP site is a 34 bp length DNA sequence that can be recognized by Cre recombinase catalyses. If two loxP sites are introduced in the same orientation into a genomic locus, expression of Cre results in the deletion of the loxP-flanked DNA sequence. After linearization, the vector was electroporated into 129S6-derived embryonic stem (ES) cells. The collected ES cells were screened with 300 μg ml^−1^ G418 and 2 μM Gan C for 8 days and ascertained by PCR. The ES cells with right homologous recombination were injected into blastocyst. After birth, the chimeric mice were bred with 129S mice to generate the heterozygotes. At this point, mutant mice were bred with Flp recombinase-expressing mice to remove the frt-flanked neo cassette. The resulting *loxP-miR-31-loxP* mice were backcrossed into C57BL/6J background for eight generations and bred with *CD4*^*Cre*^ transgenic mice. P1 and P2 were used to genotype the *miR-31* floxed allele (1,195 bp) and the *miR-31* deleted allele (474 bp). P1, 5′- TTTAAGGGCTCATGGAGCAA -3′; P2, 5′- TGAGGACTTGCAAACGTCAG -3′. Excision by *CD4*^*Cre*^ was complete for all pups used in experiments. In some experiments, these mice were further crossed with *FoxP3*^*gfp*^ mice to generate mice that express green fluorescent protein (GFP) in their T_reg_ cells.

### Induction of EAE

EAE was induced by complete Freund's adjuvant (CFA)-MOG_35–55_ peptide immunization (China Peptides Biotechnology) and scored daily. Briefly, C57BL/6J mice were injected subcutaneously into the base of the tail with a volume of 200 μl containing 300 μg MOG_35–55_ peptide emulsified in CFA (Sigma-Aldrich). Mice were also injected intravenously with 200 ng of pertussis toxin (Merck-Calbiochem) on day 0 and 2 post immunization. All the reagents used for *in vivo* experiments were free of endotoxin. Mice were monitored daily for the development of disease which was scored according to the following scale: 0, no symptoms; 0.5, partially limp tail; 1, completely limp tail; 1.5, impaired righting reflex; 2, hind limb paresis; 2.5, hind-limb paralysis; 3, forelimb weakness; 4, complete paralysis; 5, moribund or death.

### T-cell isolation and sorting

Peripheral T cells were obtained from the spleen and lymph nodes of 6-week-old mice. Naive CD4^+^ T cells (CD4^+^CD25^−^CD62L^high^) were sorted by FACSAria III (BD Biosciences) after enrichment of CD4^+^ T cells by the mouse CD4^+^ T cell Isolation Kit (Miltenyi). For the isolation of naive CD4^+^ T cells and nT_reg_ cells from *Foxp3*^*gfp*^ mouse, CD4^+^CD25^−^GFP^−^CD62L^high^ cells and CD4^+^CD25^+^GFP^+^ cells were isolated, respectively. Cell purity was >94% as determined by flow cytometry. CNS-infiltrating mononuclear cells from EAE mice were prepared by Percoll (GE Healthcare) gradient separation.

### *In vitro* T_reg_-cell differentiation

All the cultures of T cells used RPMI-1640 medium (Gibco) supplemented with 10% heat-inactivated fetal bovine serum (Gibco), 2 mM L-glutamine (Gibco), 100 IU ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, 10 mM HEPES (Gibco) and 5 mM β-mercaptoethanol (Gibco). The naive CD4^+^CD25^−^Foxp3^gfp-^CD62L^hi^ T cells were activated with plate-bound anti-CD3 (5 μg ml^−1^; 145-2C11; BD Biosciences) plus soluble anti-CD28 (2 μg ml^−1^; 37.51; BD Biosciences). T_H_1-cell differentiation conditions included 10 ng ml^−1^ rmIL-12 (R&D Systems) and 10 μg ml^−1^ anti-IL-4 (11B11; Biolegend). The T_H_17 cell differentiation conditions included 20 ng ml^−1^ rmIL-6 (R&D Systems), 3 ng ml^−1^ rmTGF-β1 (R&D Systems), 10 μg ml^−1^ anti-IL-4 (11B11; Biolegend) and 10 μg ml^−1^ anti-IFN-γ (XMG1.2; eBioscience). The iT_reg_-cell differentiation conditions included 5 ng ml^−1^ rmTGF-β1 (R&D Systems) and 10 ng ml^−1^ rmIL-2 (R&D Systems).

### Flow cytometry

Cytokines, transcriptional factors and surface markers were evaluated by flow cytometry with a FACSCanto II (BD Biosciences). To detect intracellular expression of IL-17A, IFN-γ in CD4^+^ T cells, lymph nodes or CNS (purified with Percoll) were first treated with 750 ng ml^−1^ ionomycin (Sigma), 50 ng ml^−1^ phorbol 12-myristate 13-acetate (PMA) (Sigma) and GolgiPlug (BD Biosciences) for 4–6 h at 37 °C. Cells were fixed and permeabilized with the Foxp3 Staining Buffer Set (eBioscience) or BD Cytofix/Cytoperm (BD Biosciences) and were stained with fluorescent antibodies. After washing, stained cells were assayed with a BD Biosciences FACSCanto II flow cytometer and data were analysed with FlowJo software. For flow cytometry, monoclonal antibodies against CD4 (clone GK1.5), CD8 (clone 53-6.7), CD62L (clone MEL-14), CD44 (clone IM7), CD25 (clone PC61.5), IL-17A (clone eBio17B7), IFN-γ (clone XMG1.2), Helios (22F6, Biolegend) and FoxP3 (clone FJK-16s) were from eBioscience and CD3 (clone 145-2C11) was from Biolegend.

### RNA reverse transcription and real-time quantitative PCR

Total RNA was isolated using Trizol (Invitrogen) according to the manufacturer's instructions. RNA was quantified spectrophotometrically, and 1 μg of total RNA was reverse transcribed into cDNA using SuperScript III (Invitrogen, Carlsbad, CA) in the presence of random hexamers and oligo dT primers (Invitrogen). The cDNA samples were distributed on plates at 200 ng per well and run in triplicate. qPCR was carried out with the FastStart Universal SYBR Green Master (Roche) in a ABI 7500 Fast Real-Time PCR system or ViiA 7 Real-Time PCR System (Applied Biosystems). Primer sequences were listed in Supplementary Table 1. To measure mature miR-31 levels, 50 ng of total RNA was reverse-transcribed using the TaqMan miRNA reverse transcription kit, miR-31 RT primers and U6 snRNA (Applied Biosystems). The cDNAs were then analysed by qPCR using the TaqMan probes for miR-31 and U6 snRNA (Applied Biosystems). Quantification of relative miRNA expression was measured by the comparative CT (critical threshold) method, normalized to endogenous U6 expression and determined by the formula 2^−ΔΔCT^.

### Chromatin immunoprecipitation assay

ChIP assays were performed using the SimpleChIP enzymatic chromatin immunoprecipitation kit (Cell Signaling Technology) according to the manufacturer's protocol with minor modifications. In brief, the cells were collected and crosslinked with 1% (v/v) formaldehyde for 10 min at room temperature. Subsequently, nuclei were isolated by the lysis of cytoplasmic fraction and chromatin was digested into fragments of 150–900 bp by micrococcal nuclease (400 gel units) for 20 min at 37 °C, followed by ultrasonic disruption of the nuclear membrane using a standard microtip and a Branson W250D Sonifier (four pulses, 60% amplitude, duty cycle 40%). The sonicated nuclear fractions were divided for input control and for overnight incubated at 4 °C with 5 μg either anti-FoxP3 Ab (FJK-16 s; eBioscience) or the negative control IgG (Cell Signaling Technology). After incubation with 30 μl of ChIP grade protein G-agarose beads for 2 h at 4 °C, the antibody-protein–DNA complexes were then eluted from the beads and digested by Proteinase K (40 μg) for 2 h at 65 °C, followed by spin column-based purification of the DNA. Finally, genomic DNA recovered from the ChIP assays were qPCR amplified with primers specific to the FoxP3-binding elements of the *miR-31* promoter region. The primers used for detection of *miR-31* promoter sequences were listed (Supplementary Table 1). The specificity of each primer set was verified by analysing the dissociation curve of each gene-specific PCR product.

### *In vitro* T_reg_-cell suppression assay

T_reg_ cells were isolated from the spleen of mice by sorting with flow cytometry based on cell surface markers (CD4, CD25 and FoxP3^gfp^). Naive CD4^+^ T cells were isolated from the spleen of mice by sorting with flow cytometry based on cell surface markers (CD4^+^, CD25^−^, CD62L^hi^ and FoxP3^gfp^). Splenocytes from *RAG2*^−*/*−^ mice lacking mature T and B lymphocytes were used as antigen presenting cells. The purified naive CD4^+^ T cells were labelled for 15 min at 37 °C with 10 μM CTV (Life Technologies) and the CTV-labelled T cells (1 × 10^5^) were cultured in 96-well plates for 72 h together with an increasing ratio of sorted T_reg_ cells in the presence of anti-CD3 (1 μg ml^−1^) plus γ-irradiated antigen-presenting cells (1 × 10^5^). The suppressive function of T_reg_ cells was determined by measurement of the proliferation of activated CD4^+^ effector T cells on the basis of CTV dilution.

### Generation of bone marrow chimeric mice

Bone marrow cells were flushed from *miR-31*^fl/fl^ or cKO donor mice, and 5 × 10^6^ T-cell-depleted bone marrow cells were transplanted into each C57BL/6J host mouse with total-body irradiation of 950 cGy in two divided doses. Chimeric mice reconstituted with bone marrow cells derived from either *miR-31*^fl/fl^ or cKO were subjected for EAE induction 8 weeks after the transplantation.

### Histology

Spinal cords from *miR-31*^*fl/fl*^ or cKO EAE mice were fixed in 4% paraformaldehyde and paraffin embedded. Paraffin-embedded 5-μm sections of spinal cord were stained with haematoxylin and eosin or Luxol fast blue and then examined by light microscopy (Axio scope A1, Zeiss).

### Luciferase reporter plasmid

The Gprc5a 3′-UTR was amplified using primers Gprc5a Forward, 5′- AATCTCGAGCTGTTGGGAAGAGTGGGAC -3′, Reverse, 5′- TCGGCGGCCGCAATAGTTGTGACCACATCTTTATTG -3′. The Gprc5a 3′-UTR genomic fragment was digested with XhoI-NotI and inserted into the corresponding sites of the psiCheck-2 Synthetic firefly luciferase reporter plasmid (Promega). This construct was also used to generate a miR-31 ‘seed' mutant plasmid. The mutagenic primers used for Gprc5a were Mutant Forward, 5′- AATCTCGAGCTGTTGGGAAGAGTGGGAC -3′, Mutant Reverse, 5′- CAGCCCCACCGTTCTCGGCGGTG -3′. The correctness of all the plasmids was confirmed by sequencing.

### Luciferase assays

All 3′ UTR reporter vectors were prepared by amplifying the 3′ UTRs of Gprc5a, followed by insertion into the psiCHECK-2 vector (Promega). Site-specific mutants were generated by PCR in the psiCHECK-2 vector (Promega). NIH3T3 cells were maintained in DMEM (HyClone) supplemented with 10% fetal bovine serum (HyClone), 2 mM glutamine, 100 IU ml^−1^ penicillin, 0.1 mg ml^−1^ streptomycin. NIH3T3 cells were seeded in the 24-well plates (1 × 10^5^ cells per well) one day before transfection and then each well was transfected with a mixture of 100 ng 3′-UTR luciferase reporter vector and 50 pmol miRNA mimics or controls. Twenty four hours post transfection, the cells were lysed. Then, luciferase activity was measured using the Dual-Luciferase Reporter Assay System (Promega), using a Lumat^3^ LB 9508 Single Tube Luminometer instrument (Berthold Technologies). Each experiment was performed in triplicate. The ratio of Renilla luciferase to Firefly luciferase was calculated for each well.

### Western blotting

Cultured T cells and the CNS of mice were lysed in radio immunoprecipitation assay buffer supplemented with protease and phosphatase inhibitor cocktail (Thermo Scientific). Mouse anti-actin Ab (1:3,000) (Cell Signaling Technology), rabbit anti-Gprc5a Ab (1:1,000) (Dr Jiong Deng provided) were used. The signal was detected with Pierce ECL Western Blotting Substrate (Thermo Scientific) and GE ImageQuant LAS 4000 (GE Healthcare). Images have been cropped for presentation. Full size images are presented in Supplementary Fig. 8.

### MicroRNA microarray analysis

Naive T cells from 3 *miR-31*^*fl/fl*^ mice and 3 *miR-31*^*fl/fl*^*CD4*^*Cre*^ mice were used to induce iT_reg_ *in vitro*. Total RNA was isolated using RNeasy MiniKit (Qiagen). Mouse genome-wide cDNA microarray analysis was performed by Shanghai Biotechnology (Shanghai).

### Statistical analysis

The data were analysed with GraphPad Prism 5 and were presented as the mean±s.e.m. Student's *t*-test was used when two conditions were compared, and analysis of variance with Bonferroni or Newman–Keuls correction was used for multiple comparisons. Probability values of <0.05 were considered significant; two-sided tests were performed.

## Additional information

**Accession codes**: Microarray data have been deposited in the GEO database under accession code GSE61938.

**How to cite this article:** Zhang, L. *et al*. MicroRNA-31 negatively regulates peripherally derived regulatory T-cell generation by repressing retinoic acid-inducible protein 3. *Nat. Commun.* 6:7639 doi: 10.1038/ncomms8639 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-8 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
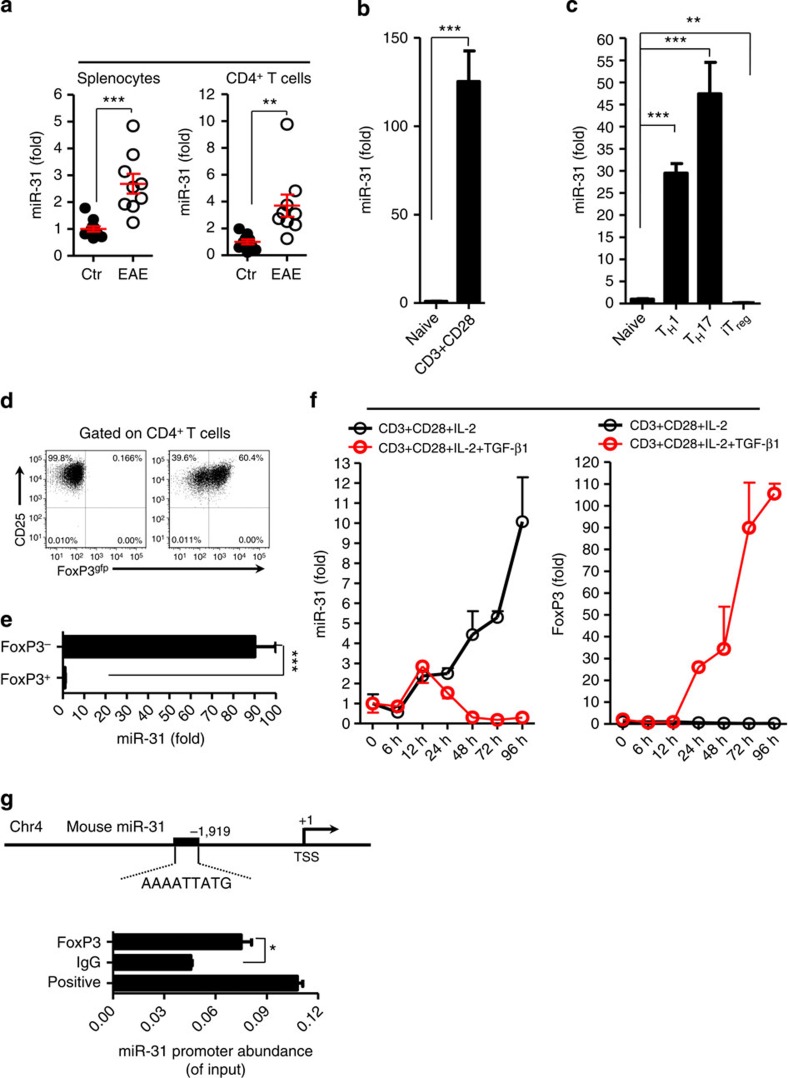
TCR signalling triggers expression of miR-31 that is downregulated by TGF-β1-induced FoxP3. (**a**) qPCR analysis of miR-31 expression in total splenocytes and sorted CD4^+^ T cells from healthy controls (Ctr) or EAE mice (*n*=9–11) 10 days post immunization. (**b**) miR-31 expression in naive T cells alone or cultured with anti-CD3, anti-CD28 mAb for 3 days (*n*=4). (**c**) qPCR analysis of miR-31 expression in naive T cells and polarized T_H_1, T_H_17 and iT_reg_ cells (*n*=4 per group); results are presented relative to miR-31 expression in isolated cells of control mice as in **a** or in naive T cells as in **b**,**c**. (**d**) Representative flow cytometry of FoxP3^gfp^ expression in naive T cells cultured with anti-CD3, anti-CD28 mAb and rmIL-2 in the absence (left panel, FoxP3^−^ T cells) or presence (right panel, FoxP3^+^ T cells) of TGF-β1 for 3 days. Numbers adjacent to outlined areas indicate per cent cells in each. (**e**) qPCR analysis of miR-31 expression in sorted FoxP3^−^ and FoxP3^+^ T cells (*n*=4 per group). (**f**) The time course of miR-31 and FoxP3 expression in naive T cells activated by anti-CD3, anti-CD28 mAb and rmIL-2 in the absence or presence of TGF-β1 for 96 h (*n*=3 per group; results presented as in **b**). (**g**) FoxP3 was immunoprecipitated from iT_reg_ cells. Immunoprecipitates were assayed for the expression levels of *miR-31* promoter. **P<0.01, ***P<0.001, two-tailed Student's *t*-test. Data are from one experiment representative of three (**a**–**e**) or two (**f**,**g**) independent experiments (mean±s.e.m.).

**Figure 2:**
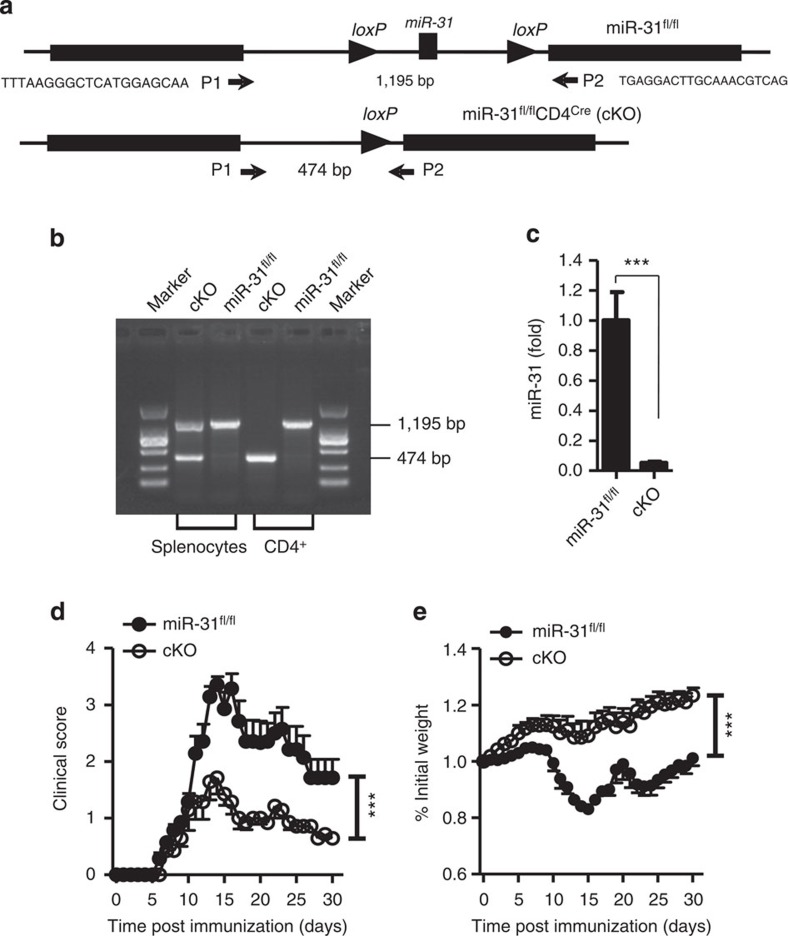
Alleviation of autoimmune disease in cKO mice. (**a**) Schematic representation of the *miR-31* locus and targeting strategy. Cre-mediated recombination of *loxP* sites in mice. Primers (P1 and P2) spanning the *loxP* sites were designed for genotyping floxed allele (1,195 bp) and deleted allele (474 bp). (**b**) PCR products of splenocytes and sorted CD4^+^ T cells derived from either *miR-31*^*fl/fl*^ control or *miR-31*^*fl/fl*^*CD4*^*Cre*^ (cKO) mice. (**c**) qPCR analysis to confirm the deletion of *miR-31* in CD4^+^ T cells derived from cKO mice. (**d**,**e**) Clinical scores and weight loss (mean±s.e.m.) of *miR-31*^*fl/fl*^ or cKO mice after the induction of EAE were assessed every day (*n*=7 per group). ***P<0.001, two-tailed Student's *t*-test for **c**, one-way analysis of variance for **d** and **e**. Data are representative of two (**c**) or three (**b**,**d** and **e**) independent experiments (mean±s.e.m.).

**Figure 3:**
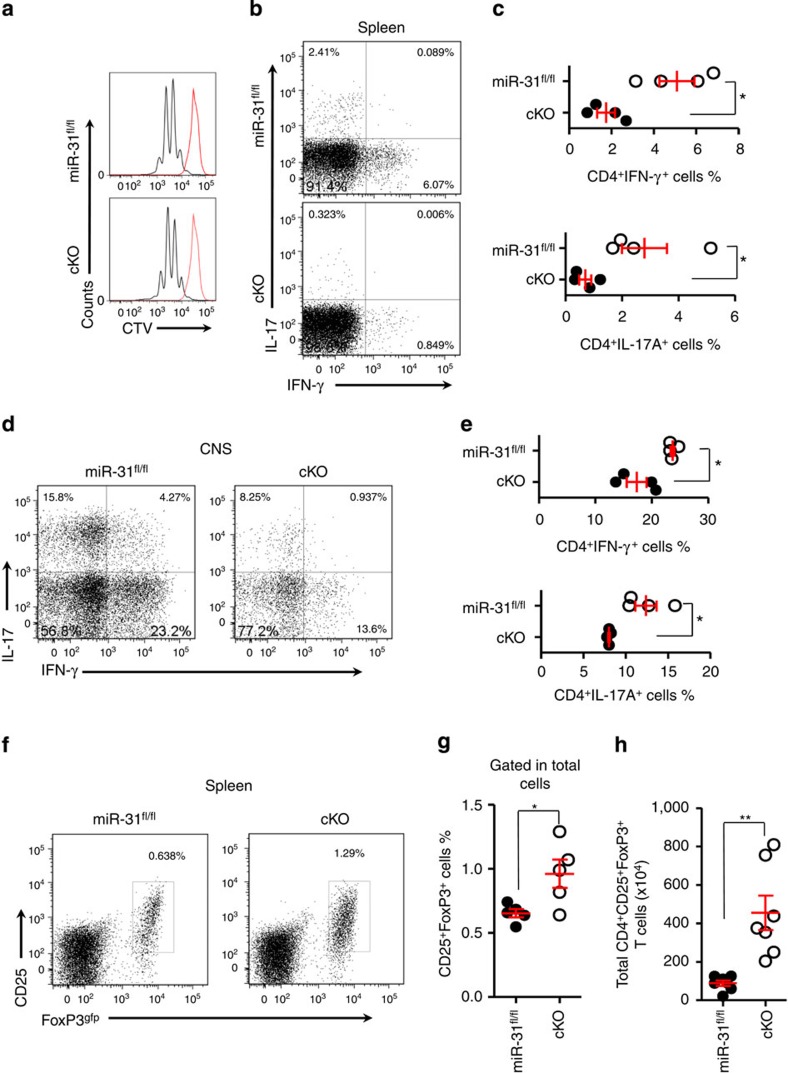
miR-31 contributes to altered balance between pathogenic T_H_1/T_H_17 cells and T_reg_ cells in autoimmunity. (**a**) Representative flow cytometric analysis of CTV fluorescence dilution of *miR-31*^*fl/fl*^ or cKO naive T cells cultured with anti-CD3, anti-CD28 mAb and rmIL-2 for 3 days. Red lines indicate non-stimulated controls. (**b**,**c**) Flow cytometry of T_H_1 and T_H_17 cells in inflamed spleen of *miR-31*^*fl/fl*^ and cKO mice 14 days after the induction of EAE. (**d**,**e**) Flow cytometry of T_H_1 and T_H_17 cells in CNS of *miR-31*^*fl/fl*^ and cKO mice 14 days after the induction of EAE. (**f**,**g**) Flow cytometric analysis of T_reg_ cells in the spleen of *miR-31*^*fl/fl*^*/FoxP3*^*gfp*^ and cKO/*FoxP3*^*gfp*^ mice 14 days after the induction of EAE (*n*=5, gated on total cells). Numbers in quadrants or adjacent to outlined areas indicate per cent cells in each. (**h**) Absolute numbers of T_reg_ cells in the spleen of *miR-31*^*fl/fl*^*/FoxP3*^*gfp*^ and cKO/*FoxP3*^*gfp*^ mice 14 days after the induction of EAE (*n*=7). *P<0.05, **P<0.01, two-tailed Student's *t*-test. Data are from one experiment representative of at least two independent experiments (mean±s.e.m.).

**Figure 4:**
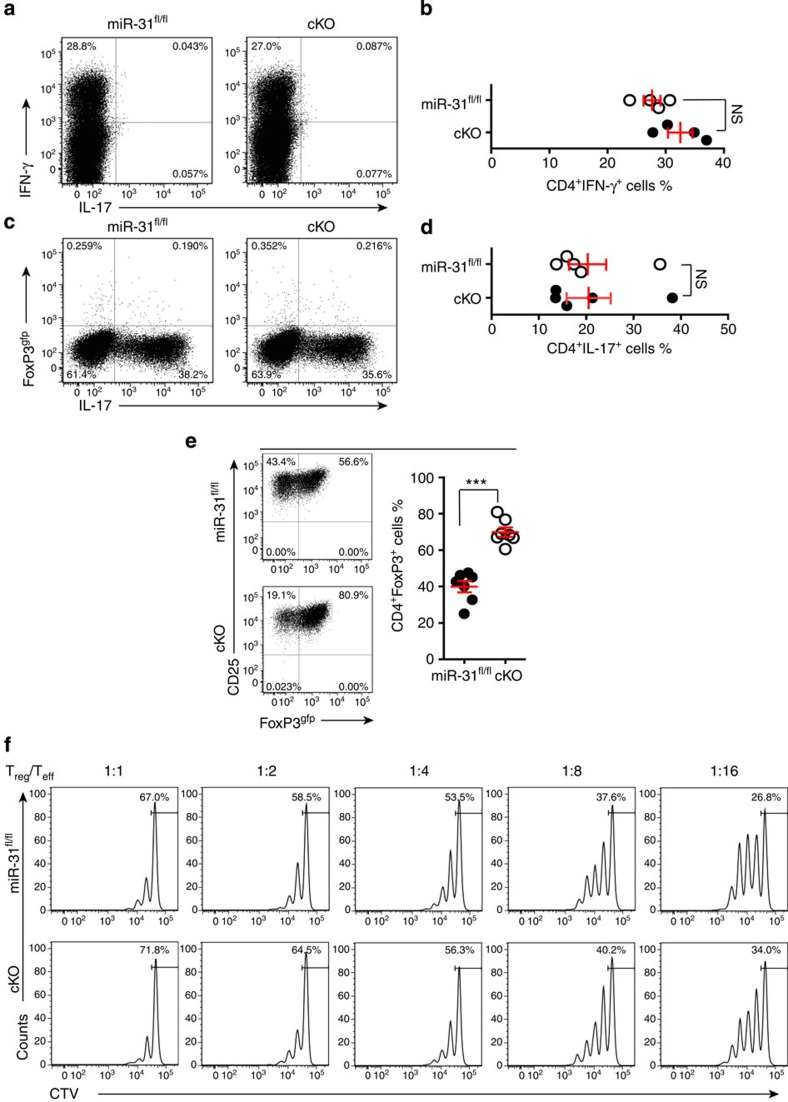
miR-31 restrains iT_reg_ cell differentiation *in vitro.* *FoxP3*^*gfp*^ reporter mice were crossed with either *miR-31*^*fl/fl*^ or cKO mice. (**a**–**d**) Flow cytometry of T_H_1 and T_H_17 cells polarized from naive T cells of *miR-31*^*fl/fl*^*/FoxP3*^*gfp*^ and cKO/*FoxP3*^*gfp*^ mice (*n*=4–5). Numbers in quadrants indicate per cent cells in each. (**e**) Flow cytometric analysis of *in vitro*-induced iT_reg_ cells from naive T cells of *miR-31*^*fl/fl*^*/FoxP3*^*gfp*^ and cKO/*FoxP3*^*gfp*^ mice (*n*=7). Numbers adjacent to outlined areas indicate per cent cells in each. (**f**) FoxP3^gfp+^ T_reg_ and naive T cells (T_eff_) were sorted by flow cytometry. The CTV-labelled T cells (1 × 10^5^) were cultured in 96-well plates for 72 h together with a decreasing ratio of sorted *miR-31*^*fl/fl*^ or cKO T_reg_ cells in the presence of anti-CD3 (1 μg ml^−1^) plus γ-irradiated antigen-presenting cells (1 × 10^5^). The suppressive function of T_reg_ cells was determined by the proliferation of activated T_eff_ cells on the basis of CTV dilution. NS, not significant, ***P<0.001, two-tailed Student's *t*-test. Data are from one experiment representative of at least two independent experiments (mean±s.e.m.).

**Figure 5:**
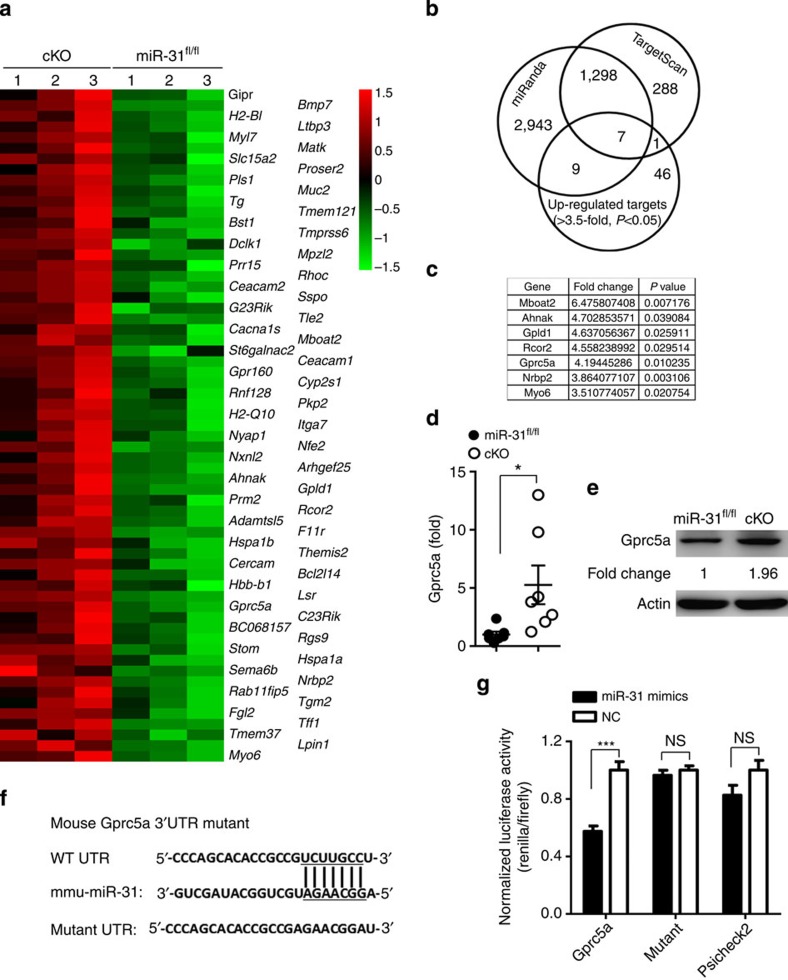
Gprc5a is directly targeted by miR-31. (**a**) Total RNAs of polarized iT_reg_ cells derived from 3 *miR-31*^*fl/fl*^ controls and 3 cKO mice were used for a microarray analysis (41,174 genes in total). Transcripts of top 63 genes were found to be upregulated in iT_reg_ cells of cKO mice. (**b**,**c**) TargetScan and miRnada predicted 1,305 potential targets of miR-31. The overlapping seven genes were defined as ACCEPT genes. (**d**,**e**) qPCR or western blot analysis of Gprc5a expression in polarized iT_reg_ cells derived from *miR-31*^*fl/fl*^ and cKO mice. (**f**) WT and point-mutated 3′-UTR reporter constructs. (**g**) Luciferase activity was determined in NIH3T3 cells that were transfected with miR-31 mimics and the indicated 3′-UTR reporter construct or with the indicated WT or point-mutated 3′-UTR reporter construct (WT UTR or mutant UTR). Results (**d**) are presented as the ratio of mRNA to the β-actin, relative to that in controls. *P<0.05; ***P<0.001, NS, not significant, two-tailed Student's *t*-test. Data (**d**,**e** and **g**) are representative of at least two independent experiments (mean±s.e.m.).

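At the threshold printed in Fig. 5b, a fold change above 3.5 with an unadjusted p under 0.05 (here from limma), 161 of the 22281 tested probes, belonging to 145 genes, were higher in cKO than in control iT_reg_ cells. In the other direction, 56 probes of 47 genes were lower. Every cKO array lay above every control array for 155 of the higher probes, and below for 55 of the lower ones. Signal was not well above background on any control array for 34 of the higher probes, nor on any cKO array for 12 of the lower ones, so that their fold changes depend on the background. After adjustment over all tested probes, 29 probes had an adjusted p under 0.05 in limma, 15 higher and 14 lower. Past both thresholds, 4 probes were higher, those of Lsr, F11r, Fkbp11 and Adamtsl5, and 4 were lower, those of Mst1r, Pyroxd2, Cox7c and Pou2af1, named here after their values were seen. Without adjustment, 5119 probes had a p under 0.05. The number past the threshold of Fig. 5b depended on single arrays. It was 91 higher and 49 lower probes without cKO array 3, 250 and 97 without cKO array 1, and 108 and 50 without control array 3. With normexp background correction and quantile normalization, the higher count was 47 probes. At the same threshold it moved most, to 36, in a setting added after the data were seen, an unequal-variance *t*-test on linear means of the authors' table for probes well above background on all arrays. With the slide as a term, 119 probes were higher and 85 lower, of which 60 and 28 were among those above. Fold changes with this term are the cKO mean minus control array 1 and rest on that 1 control array. The largest rises among probes with separated groups and a signal well above background on at least 1 array of each genotype were those of Gipr (log2 fold change 4.49, standard error 1.14, adjusted p = 0.13), Myl7 (4.03, standard error 0.81, adjusted p = 0.10), Slc15a2 (3.89, standard error 0.95, adjusted p = 0.13), H2-Bl (3.77, standard error 0.71, adjusted p = 0.097) and Bmp7 (3.69, standard error 0.45, adjusted p = 0.057). Gipr, Myl7, Slc15a2 and Bmp7 were well above background on 1 control array each. The brightest of the H2-Bl probes rose by 0.37 on the log2 scale. The largest falls were those of Akr1c18 (−4.29, standard error 0.67, adjusted p = 0.069), Prok1 (−3.14, standard error 0.58, adjusted p = 0.096), Psd3 (−3.13, standard error 0.75, adjusted p = 0.13), H19 (−2.93, standard error 1.04, adjusted p = 0.19) and Actr3b (−2.90, standard error 0.91, adjusted p = 0.17). The brightest probe of Psd3 fell by 1.28 and that of Actr3b by 2.62 on the log2 scale. With cKO array 3 left out, the log2 fold change was −1.88 for H19, −0.57 for the brightest Psd3 probe and 0.10 for the brightest H2-Bl probe. With normexp background correction and quantile normalization it was 2.31 for Gipr, 2.21 for Myl7, 2.21 for Slc15a2 and 2.14 for Bmp7. With normexp and the 75th percentile it was −1.16 for H19, −1.83 for Prok1 and −0.40 for the brightest Psd3 probe.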

**Figure 6:**
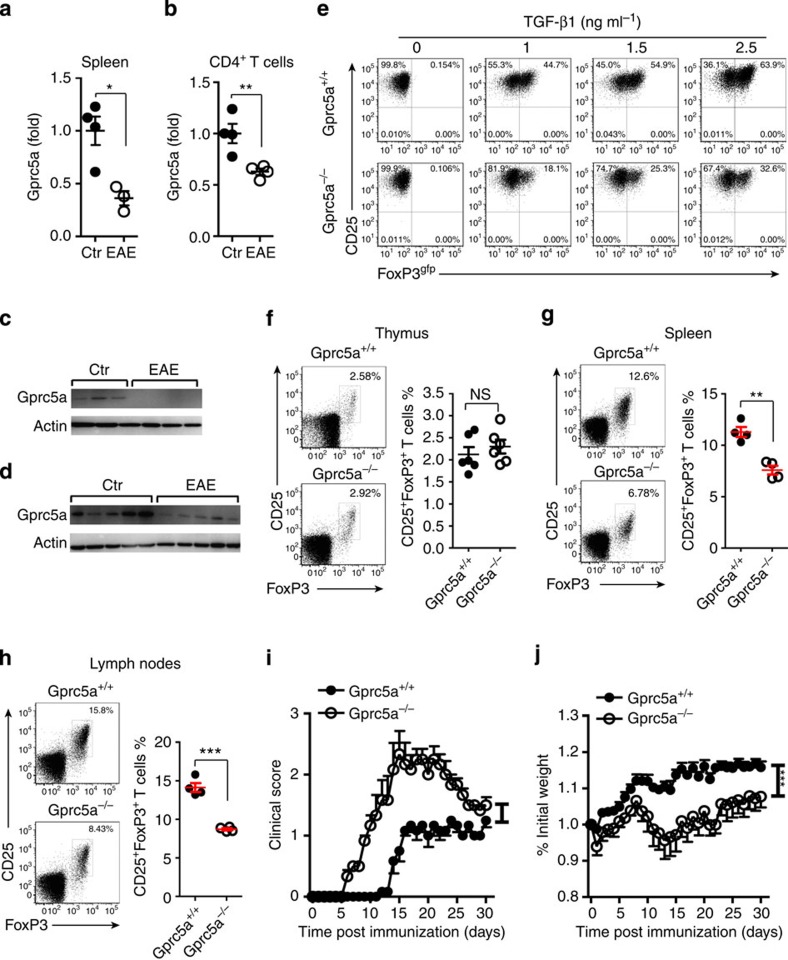
Gprc5a deficiency decreases pT_reg_-cell differentiation and promotes autoimmune inflammation. (**a**,**b**) Splenocytes were prepared from unimmunized control mice (Ctr) or EAE mice 10 days after immunization (*n*=3–4). qPCR analysis of Gprc5a expression in total splenocytes or in sorted CD4^+^ T cells. (**c**,**d**) Western blot analysis of Gprc5a in splenocytes and CNS infiltrating cells derived from healthy controls (Ctr) or EAE mice. (**e**) Naive T cells were sorted from *Gprc5a*^*+/+*^ and *Gprc5a*^−*/*−^ mice. Flow cytometry of polarized iT_reg_ cells in the presence of different concentrations of TGF-β1. (**f**) Flow cytometric analysis of T_reg_ cells in thymus from 6-week-old *Gprc5a*^*+/+*^ and *Gprc5a*^−*/*−^ mice (gated on CD4^+^ T cells). (**g**,**h**) Flow cytometric analysis of T_reg_ cells in the inflamed spleen and lymph nodes *Gprc5a*^*+/+*^ and *Gprc5a*^−*/*−^ mice 14 days after the induction of EAE (gated on CD4^+^ T cells). Numbers adjacent to outlined areas indicate per cent cells in each. (**i**,**j**) Clinical scores and weight loss (mean±s.e.m.) of *Gprc5a*^*+/+*^ or *Gprc5a*^−*/*−^ mice after the induction of EAE were assessed every day (*n*=7). *P<0.05, **P<0.01, ***P<0.001, NS, not significant, two-tailed Student's *t*-test for **a**,**b**,**f**,**g** and **h**; one-way analysis of variance for **i**,**j**. Data are representative of at least two independent experiments (mean±s.e.m.).

## References

[b1] YamaneH. & PaulW. E. Cytokines of the gamma(c) family control CD4+ T cell differentiation and function. Nat. Immunol. 13, 1037–1044 (2012).2308020410.1038/ni.2431PMC4825860

[b2] ZhuJ., YamaneH. & PaulW. E. Differentiation of effector CD4 T cell populations (*). Annu. Rev. Immunol. 28, 445–489 (2010).2019280610.1146/annurev-immunol-030409-101212PMC3502616

[b3] SimmonsS. B., PiersonE. R., LeeS. Y. & GovermanJ. M. Modeling the heterogeneity of multiple sclerosis in animals. Trends Immunol. 34, 410–422 (2013).2370703910.1016/j.it.2013.04.006PMC3752929

[b4] FontenotJ. D., GavinM. A. & RudenskyA. Y. Foxp3 programs the development and function of CD4+CD25+ regulatory T cells. Nat. Immunol. 4, 330–336 (2003).1261257810.1038/ni904

[b5] SakaguchiS., MiyaraM., CostantinoC. M. & HaflerD. A. FOXP3+ regulatory T cells in the human immune system. Nat. Rev. Immunol. 10, 490–500 (2010).2055932710.1038/nri2785

[b6] AbbasA. K. . Regulatory T cells: recommendations to simplify the nomenclature. Nat. Immunol. 14, 307–308 (2013).2350763410.1038/ni.2554

[b7] Curotto de LafailleM. A. & LafailleJ. J. Natural and adaptive foxp3+ regulatory T cells: more of the same or a division of labor? Immunity 30, 626–635 (2009).1946498510.1016/j.immuni.2009.05.002

[b8] ChenW. . Conversion of peripheral CD4+CD25- naive T cells to CD4+CD25+ regulatory T cells by TGF-beta induction of transcription factor Foxp3. J. Exp. Med. 198, 1875–1886 (2003).1467629910.1084/jem.20030152PMC2194145

[b9] GottschalkR. A., CorseE. & AllisonJ. P. TCR ligand density and affinity determine peripheral induction of Foxp3 in vivo. J. Exp. Med. 207, 1701–1711 (2010).2066061710.1084/jem.20091999PMC2916126

[b10] VenkenK. . Compromised CD4+ CD25(high) regulatory T-cell function in patients with relapsing-remitting multiple sclerosis is correlated with a reduced frequency of FOXP3-positive cells and reduced FOXP3 expression at the single-cell level. Immunology 123, 79–89 (2008).1789732610.1111/j.1365-2567.2007.02690.xPMC2433271

[b11] HuanJ. . Decreased FOXP3 levels in multiple sclerosis patients. J. Neurosci. Res. 81, 45–52 (2005).1595217310.1002/jnr.20522

[b12] CarboneF. . Regulatory T cell proliferative potential is impaired in human autoimmune disease. Nat. Med. 20, 69–74 (2014).2431711810.1038/nm.3411

[b13] BucknerJ. H. Mechanisms of impaired regulation by CD4(+)CD25(+)FOXP3(+) regulatory T cells in human autoimmune diseases. Nat. Rev. Immunol. 10, 849–859 (2010).2110734610.1038/nri2889PMC3046807

[b14] KimV. N. & NamJ. W. Genomics of microRNA. Trends Genet. 22, 165–173 (2006).1644601010.1016/j.tig.2006.01.003

[b15] CeribelliA., SatohM. & ChanE. K. MicroRNAs and autoimmunity. Curr. Opin. Immunol. 24, 686–691 (2012).2290204710.1016/j.coi.2012.07.011PMC3508200

[b16] RossiR. L. . Distinct microRNA signatures in human lymphocyte subsets and enforcement of the naive state in CD4+ T cells by the microRNA miR-125b. Nat. Immunol. 12, 796–803 (2011).2170600510.1038/ni.2057

[b17] CobbB. S. . A role for Dicer in immune regulation. J. Exp. Med. 203, 2519–2527 (2006).1706047710.1084/jem.20061692PMC2118134

[b18] ListonA., LuL. F., O'CarrollD., TarakhovskyA. & RudenskyA. Y. Dicer-dependent microRNA pathway safeguards regulatory T cell function. J. Exp. Med. 205, 1993–2004 (2008).1872552610.1084/jem.20081062PMC2526195

[b19] ChongM. M., RasmussenJ. P., RudenskyA. Y. & LittmanD. R. The RNAseIII enzyme Drosha is critical in T cells for preventing lethal inflammatory disease. J. Exp. Med. 205, 2005–2017 (2008).1872552710.1084/jem.20081219PMC2526196

[b20] ZhouX. . Selective miRNA disruption in T reg cells leads to uncontrolled autoimmunity. J. Exp. Med. 205, 1983–1991 (2008).1872552510.1084/jem.20080707PMC2526194

[b21] RouasR. . Human natural Treg microRNA signature: role of microRNA-31 and microRNA-21 in FOXP3 expression. Eur. J. Immunol. 39, 1608–1618 (2009).1940824310.1002/eji.200838509

[b22] BastienJ. & Rochette-EglyC. Nuclear retinoid receptors and the transcription of retinoid-target genes. Gene 328, 1–16 (2004).1501997910.1016/j.gene.2003.12.005

[b23] HillJ. A. . Retinoic acid enhances Foxp3 induction indirectly by relieving inhibition from CD4+CD44hi Cells. Immunity 29, 758–770 (2008).1900669410.1016/j.immuni.2008.09.018PMC3140207

[b24] YeX., TaoQ., WangY., ChengY. & LotanR. Mechanisms underlying the induction of the putative human tumor suppressor GPRC5A by retinoic acid. Cancer Biol. Ther. 8, 951–962 (2009).1927940710.4161/cbt.8.10.8244

[b25] ParkH. . A distinct lineage of CD4 T cells regulates tissue inflammation by producing interleukin 17. Nat. Immunol. 6, 1133–1141 (2005).1620006810.1038/ni1261PMC1618871

[b26] BilateA. M. & LafailleJ. J. Induced CD4+Foxp3+ regulatory T cells in immune tolerance. Annu. Rev. Immunol. 30, 733–758 (2012).2222476210.1146/annurev-immunol-020711-075043

[b27] JagerA., DardalhonV., SobelR. A., BettelliE. & KuchrooV. K. Th1, Th17, and Th9 effector cells induce experimental autoimmune encephalomyelitis with different pathological phenotypes. J. Immunol. 183, 7169–7177 (2009).1989005610.4049/jimmunol.0901906PMC2921715

[b28] ThorntonA. M. . Expression of Helios, an Ikaros transcription factor family member, differentiates thymic-derived from peripherally induced Foxp3+ T regulatory cells. J. Immunol. 184, 3433–3441 (2010).2018188210.4049/jimmunol.0904028PMC3725574

[b29] StrainicM. G., ShevachE. M., AnF., LinF. & MedofM. E. Absence of signaling into CD4(+) cells via C3aR and C5aR enables autoinductive TGF-beta1 signaling and induction of Foxp3(+) regulatory T cells. Nat. Immunol. 14, 162–171 (2013).2326355510.1038/ni.2499PMC4144047

[b30] KornT. . IL-6 controls Th17 immunity *in vivo* by inhibiting the conversion of conventional T cells into Foxp3+ regulatory T cells. Proc. Natl Acad. Sci. USA 105, 18460–18465 (2008).1901552910.1073/pnas.0809850105PMC2587589

[b31] HaribhaiD. . A central role for induced regulatory T cells in tolerance induction in experimental colitis. J. Immunol. 182, 3461–3468 (2009).1926512410.4049/jimmunol.0802535PMC2763205

[b32] Curotto de LafailleM. A. . Adaptive Foxp3+ regulatory T cell-dependent and -independent control of allergic inflammation. Immunity 29, 114–126 (2008).1861742510.1016/j.immuni.2008.05.010

[b33] TaoQ., ChengY., CliffordJ. & LotanR. Characterization of the murine orphan G-protein-coupled receptor gene Rai3 and its regulation by retinoic acid. Genomics 83, 270–280 (2004).1470645610.1016/s0888-7543(03)00237-4

[b34] RobbinsM. J. . Molecular cloning and characterization of two novel retinoic acid-inducible orphan G-protein-coupled receptors (GPRC5B and GPRC5C). Genomics 67, 8–18 (2000).1094546510.1006/geno.2000.6226

[b35] TaoQ. . Identification of the retinoic acid-inducible Gprc5a as a new lung tumor suppressor gene. J. Natl Cancer Inst. 99, 1668–1682 (2007).1800021810.1093/jnci/djm208

[b36] McGeachyM. J., StephensL. A. & AndertonS. M. Natural recovery and protection from autoimmune encephalomyelitis: contribution of CD4+CD25+ regulatory cells within the central nervous system. J. Immunol. 175, 3025–3032 (2005).1611619010.4049/jimmunol.175.5.3025

[b37] O'ConnorR. A., MalpassK. H. & AndertonS. M. The inflamed central nervous system drives the activation and rapid proliferation of Foxp3+ regulatory T cells. J. Immunol. 179, 958–966 (2007).1761758710.4049/jimmunol.179.2.958

[b38] MekalaD. J., AlliR. S. & GeigerT. L. IL-10-dependent infectious tolerance after the treatment of experimental allergic encephalomyelitis with redirected CD4+CD25+ T lymphocytes. Proc. Natl Acad. Sci. USA 102, 11817–11822 (2005).1608786710.1073/pnas.0505445102PMC1188008

[b39] VigliettaV., Baecher-AllanC., WeinerH. L. & HaflerD. A. Loss of functional suppression by CD4+CD25+ regulatory T cells in patients with multiple sclerosis. J. Exp. Med. 199, 971–979 (2004).1506703310.1084/jem.20031579PMC2211881

[b40] YamaneH. & PaulW. E. Early signaling events that underlie fate decisions of naive CD4+ T cells toward distinct T-helper cell subsets. Immunol. Rev. 252, 12–23 (2013).2340589210.1111/imr.12032PMC3578301

[b41] KannoY., VahediG., HiraharaK., SingletonK. & O'SheaJ. J. Transcriptional and epigenetic control of T helper cell specification: molecular mechanisms underlying commitment and plasticity. Annu. Rev. Immunol. 30, 707–731 (2012).2222476010.1146/annurev-immunol-020711-075058PMC3314163

[b42] MolineroL. L., MillerM. L., EvaristoC. & AlegreM.-L. High TCR stimuli prevent induced regulatory T cell differentiation in a NF-κB–dependent manner. J. Immunol. 186, 4609–4617 (2011).2141173410.4049/jimmunol.1002361PMC3544303

[b43] LuL.-F. . Foxp3-dependent microRNA155 confers competitive fitness to regulatory T cells by targeting SOCS1 protein. Immunity 30, 80–91 (2009).1914431610.1016/j.immuni.2008.11.010PMC2654249

[b44] LuL.-F. . Function of miR-146a in controlling treg cell-mediated regulation of Th1 responses. Cell 142, 914–929 (2010).2085001310.1016/j.cell.2010.08.012PMC3049116

[b45] de KouchkovskyD. . microRNA-17–92 regulates IL-10 production by regulatory T cells and control of experimental autoimmune encephalomyelitis. J. Immunol. 191, 1594–1605 (2013).2385803510.4049/jimmunol.1203567PMC4160833

[b46] TakahashiH. . TGF-[beta] and retinoic acid induce the microRNA miR-10a, which targets Bcl-6 and constrains the plasticity of helper T cells. Nat. Immunol. 13, 587–595 (2012).2254439510.1038/ni.2286PMC3499969

[b47] ZhuJ. . Down-regulation of Gfi-1 expression by TGF-beta is important for differentiation of Th17 and CD103+ inducible regulatory T cells. J. Exp. Med. 206, 329–341 (2009).1918849910.1084/jem.20081666PMC2646571

[b48] ValastyanS. & WeinbergR. A. miR-31: a crucial overseer of tumor metastasis and other emerging roles. Cell Cycle 9, 2124–2129 (2010).2050536510.4161/cc.9.11.11843

[b49] PengH. . microRNA-31/factor-inhibiting hypoxia-inducible factor 1 nexus regulates keratinocyte differentiation. Proc. Natl Acad. Sci. USA 109, 14030–14034 (2012).2289132610.1073/pnas.1111292109PMC3435188

How the deposited data were processed for this re-analysis (not part of the article)

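Gene expression was measured on 6 one-colour Agilent whole mouse genome arrays, 1 for each of 3 cKO and 3 *miR-31* fl/fl control mice, from iT_reg_ cells polarized *in vitro* for 4 days. The authors labelled the RNA with Cy3, scanned the arrays and extracted each spot with Agilent Feature Extraction, and the resulting spot intensities, as deposited by the authors, are linear, background-subtracted by the extraction software according to the file headers, and corrected for trends across the array but not normalized between arrays. A table of log2 values, 1 per probe and array, accompanies them. Its columns have medians of 6.15 and nearly equal distributions, and their Pearson correlation across probes with the log2 processed signal of the same array is 0.998 or higher, so that it was read as quantile-normalized. All 6 columns of the table were assigned to their sample, leaving 0 unassigned. The paper's text names neither the normalization nor a multiple-test adjustment for the array, and its general statistics section gives a 2-sided Student's *t*-test with a threshold of 0.05.

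Each array holds 45018 spots, of which 43379 are not controls, for 41174 probes. Between 123 and 140 spots per array were marked as outliers and dropped, which left 43 tested probes without a value on an array. The 75th percentile of the signal lay between 987 and 1148, and the spike-in controls had slopes of 0.995 to 1.016. Gene symbols and mm9 positions are those of the array's own annotation, which gives a symbol for 40827 probes. Of the 28486 probes annotated with a RefSeq transcript, 27668 were matched to a current RefSeq table, in which 1843 carry another symbol. No probe is named for miR-31 itself, so its deletion could not be checked on these arrays.

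Values were computed as the log2 processed signal minus each array's 75th percentile, with the spots of a probe averaged. Probes well above background on at least 3 of the 6 arrays were kept, 22281 in all. The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. The threshold of Fig. 5b, a fold change above 3.5 with an unadjusted p under 0.05, was applied to the same fit. Single values of 3 arrays against 3 were compared by an exact permutation test, for which the smallest 2-sided p is 0.10. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, robust fits used statmod 1.5.0, and the plot was drawn with matplotlib 3.10.9.

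The comparison of the groups was tested on simulated data with the means and spreads of the 22281 tested probes. In these data, 200 probes were changed by 3 on the log2 scale between cKO and control. In limma, the median size of the fitted change was 3.01, 100% of the changed probes passed the threshold of Fig. 5b with 27 unchanged probes, and 95% had an adjusted p under 0.05 with 12 unchanged probes. The *t*-test of the methods passed 99.5% and 81.5% of the changed probes, with 18 and 11 unchanged ones. Each simulated value was drawn independently, without variation shared between probes or arrays of unequal quality. Background subtraction, scaling and the filter were not simulated. A change of 3 is also above 2.77, the largest change at the brightest probe of a gene of Fig. 5c. These percentages thus check the code and give no power or error rate for the real arrays.

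A gene with several probes was given by the probe with the highest mean over all 6 arrays. The genes named are those of Fig. 5c, the 5 largest changes in each direction among probes past the threshold of Fig. 5b with separated groups and a signal well above background on at least 1 array of each genotype, and 20 genes chosen for the cell types and pathways that the paper discusses (iT_reg_, T_H_1 and T_H_17 cells, the Gprc5 family, miR-31 and retinoic acid), not all of which the paper names. Some genes of this rule, and members of a marker list, are not used here and were left out after the data were seen, without regard to their values. In the lists of largest changes, the value is that of the probe that met these conditions. The genes named outside this rule are members of the marker lists, Mtap next to the miR-31 locus, and the genes past both thresholds. The last are those of probes past the threshold of Fig. 5b with an adjusted p under 0.05, named after their values were seen.

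Alternatives were tried one at a time: normexp background correction (offset 50) with quantile or 75th-percentile normalization, quantile normalization, the median as the scaling point, the authors' table of log2 values, no filter on dim probes with or without a floor of 1, only probes well above background on all arrays, the *t*-test of the methods on log2 and on linear values, eBayes with trend and robust fitting, the replicate number or the slide as a term (without a value for a probe whose term could not be estimated), weights for the arrays, each array left out, 1 probe per gene, the mean over a gene's probes, an adjusted p under 0.10 and a fold change above 2. Leaving out an array left 2 in its group. With the slide as a term, a fold change is the cKO mean minus control array 1, the only control on the slide of the cKO arrays. An unequal-variance *t*-test on linear means of the authors' table, and the probes that match Fig. 5c, were added after the data were seen.

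Lists of interferon-stimulated genes and of markers of epithelial, B, myeloid, erythroid, CD8 T, T and T_reg_ cells and of sex were compared on 1 probe per gene with limma's camera (preset correlation 0.01), with camera using an estimated correlation and with fry. The group labels were also replaced by all 10 splits of the arrays into 3 and 3, in which a split and its mirror count once. A comparison of genes with and without a miR-31 seed site was not run, since the sequences of 3′ untranslated regions were not used here. The qPCR, western blot and luciferase measurements of Fig. 5d–g are not analysed here.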

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

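The list of interferon-stimulated genes and the tests on it were chosen only after such genes were noticed among the falls, while the count of lower probes and its splits were set beforehand.

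Probes lower in cKO iT_reg_ cells stand out because the paper reports only genes that rose. At a fold change above 3.5 with an unadjusted p under 0.05 in limma, 56 probes were lower, against 161 higher ones. Among the 10 splits of the arrays into 3 and 3, 1 split, the real one, had as many probes in a direction, and the highest count in another split was 30. With 10 splits the share cannot fall under 0.10, so chance cannot be excluded by this test. For 12 of the lower probes no cKO array was well above background, and 24 remained when all arrays had to be well above it. With the slide as a term there were 85 lower probes, of which 28 were among the 56, but these fold changes rest on control array 1 alone. Other normalizations gave 12 to 58 lower probes. Part of the lower probes thus has signal near the background, and an effect of the slide cannot be told apart from the genotype. An effect of the deletion of miR-31 or of Cre, which is present in the cKO cells alone, was not tested and stays open.

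Interferon-stimulated genes stand out because the paper does not discuss them as a group. Of a list of 29, 23 were tested, of which 19 were lower and 4 higher in cKO cells. The median log2 fold change was −0.59 and the mean −0.67, and every cKO array lay below every control array for 13 of them. In limma 0 had an adjusted p under 0.05 and 12 an unadjusted p under 0.05. As a set, the list was lower with an adjusted p = 0.00012 in limma's camera, and the shift was also seen with fry (p = 0.00088 before adjustment, limma) and with camera using an estimated correlation (p = 0.019 before adjustment, limma). The list was picked after the pattern was seen, so these tests are not independent evidence for lower interferon signalling in the cKO cultures, for which the median of −0.59 decides nothing further. Scaling of the arrays alone is argued against, since the median nearest 0 over the normalizations was −0.35. A single array as the cause is argued against as well, since the median nearest 0 with an array left out was −0.45. The mean over the list of the highest cKO array minus that of control array 1, on the same slide, was −0.40. That comparison rests on 1 control array, so an effect of the slide cannot be told apart from the genotype. Lower interferon signalling may be a biological explanation, but it was found and tested on the same arrays and remains a hypothesis.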

How the results depend on the processing

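The alternatives were chosen before the data were examined, except the unequal-variance test on linear means of the authors' table and the probes matching Fig. 5c, which were chosen only after the values were seen.

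The number of probes with an adjusted p under 0.05, 29 in limma, stayed within 1.5 times under 3 of the 22 alternatives. It was 115 with normexp and quantile normalization, 79 with the median as scaling point, 98 with eBayes using trend and robust fitting, 175 with only probes well above background on all arrays, 1821 with array weights and 467 at an adjusted p under 0.10. It was 0 with normexp and the 75th percentile, without a filter on dim probes (with or without the floor, which moved no value), with the *t*-test of the methods on log2 or linear values, with the slide as a term, and with the replicate block. The replicate block gave 146 higher and 54 lower probes at the threshold of Fig. 5b. The replicate numbers carry no sign of pairing, with correlations of −0.14, 0.01 and −0.19 across probes between the deviations of cKO and control arrays of the same number. With each array left out, 0 to 1 probes were past it, with 2 arrays left in a group. The fits at an unadjusted p under 0.05 counted 1640 to 7404 probes in these settings. Except for smaller groups, other filters and the looser threshold, the cause was not tested.

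At the threshold of Fig. 5b, 161 probes were higher and 56 lower. More were higher than lower under every alternative. The counts moved to 47 and 14 with normexp and quantile normalization, 54 and 12 with normexp and the 75th percentile, 246 and 122 without a filter on dim probes with or without the floor, 75 and 24 with probes well above background on all arrays, 57 and 33 with the *t*-test on linear values, and 657 and 304 at a fold change above 2. With the slide as a term, 119 were higher and 85 lower. Normexp with the 75th percentile also shifted the median of all probes to 0.10, from −0.04. With each array left out, 91 to 250 were higher and 49 to 97 lower. Both extremes of the higher count come from leaving out a cKO array, with 91 without cKO array 3 and 250 without cKO array 1. The added unequal-variance test on linear means gave 0 probes past adjusted p, with 93 higher and 31 lower probes under the same filter. Without a filter it gave 0 past adjusted p as well, and with all arrays above background 0, with 36 higher and 17 lower.

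The log2 fold change of Mboat2, Ahnak, Gpld1, Rcor2, Gprc5a and Nrbp2 stayed above 0 under every alternative. Some alternatives cannot move the fold change of a probe with a value on all arrays. These are the filters, the floor, the *t*-test on log2 values, trend and robust fitting, and the replicate block. An adjusted p under 0.05 was reached for Mboat2 with normexp and quantile normalization (1.86), with all arrays above background (2.77) and with array weights (2.80). Array weights also brought Ahnak (1.11), Gpld1 (1.86), Rcor2 (1.87) and Nrbp2 (1.87) past it. Nrbp2 passed it with normexp and quantile normalization (1.57), the median as scaling point (2.01), all arrays above background (2.00) and trend and robust fitting (2.00). Over the alternatives chosen beforehand the adjusted p lay between 0.026 and 0.48 for Mboat2, 0.034 and 0.66 for Ahnak, 0.018 and 0.55 for Gpld1, 0.033 and 0.66 for Rcor2, and 0.018 and 0.40 for Nrbp2. The weights were 0.56, 1.76 and 0.17 for the cKO and 1.65, 4.79 and 0.74 for the control arrays, the highest for control array 2. Gprc5a lay between 0.67 and 1.49 under the alternatives chosen beforehand. The probes matching Fig. 5c gave 2.00 for Gprc5a and 2.12 for Ahnak. Myo6, −0.49, turned to 0.68 as the mean over its probes and to 1.75 with the probe matching Fig. 5c. In the other direction, its brightest probe gave −1.06 with the authors' table of log2 values. With the added unequal-variance test on linear means of that table it gave −1.28. Quantile normalization of the signals used here gave −0.48. The brightest Myo6 probe has no value with all arrays above background or with the slide as a term. It has none on control array 1 either, so that leaving out that array moved nothing. Its signal there was dropped as an outlier, and outliers were not dropped from the authors' table, so that 1 array may account for the difference. Foxp3 stayed between −0.76 and −0.36.

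Of the 560 values of the other 27 named genes, 543 kept their direction and side of the threshold, 11 passed an adjusted p under 0.05 that the first setting did not, and 6 turned. None of these genes had an adjusted p under 0.05 in the first setting, so keeping the side means only not passing it. The settings named above that cannot move a fold change could not turn a direction, so the count of 543 is no measure of robustness. Ikzf2, 0.51, turned to −0.023 with the slide as a term and −0.24 with array weights. Hif1an, 0.04, turned to −0.094 with weights and lay between −0.069 and 0.10 with an array left out. Bcl6, 0.29, lay between −0.13 and 0.56 with an array left out. The cause was not tested. The comparison of genes with a miR-31 seed site and its alternatives were not run. Signal over background limits the probes near it: 34 of the higher probes had no control array well above background.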

Differences from the paper's values

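The unequal-variance test on the authors' table and the choice of the probes matching Fig. 5c were made only after the values were seen, and the other settings before the data were examined.

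The paper reports 63 genes that rose in cKO iT_reg_ cells, and 161 probes were higher here at the threshold printed in Fig. 5b. Of 22 alternatives set before the data were examined, 5 came within 1.5 times of the paper's 63. These were normexp with quantile normalization (47 probes), normexp with the 75th percentile (54), probes well above background on all arrays (75), the *t*-test of the methods on linear values (57) and leaving out cKO array 3 (91). The remaining alternatives did not. The added unequal-variance test on linear means of the authors' table, chosen after seeing the values, came within 1.5 times with the same filter (93 probes of 86 genes), but not without a filter (146 probes of 137 genes) or with all arrays above background (36 probes of 32 genes). With the same filter, 0 of the 7 probes that match Fig. 5c were left out, and with all arrays above background 2 were, those of Gprc5a and Myo6. No setting gave 63.

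For Ahnak, the paper's fold change is about 4.7 in Fig. 5c, read by eye, and the brightest probe gave 2.33. None of 21 alternatives set before the data were examined came within the paper's value. For Gprc5a, the paper's fold change is about 4.2 in Fig. 5c, read by eye, and the brightest probe gave 1.96. Of 21 alternatives, 1 came within 1.5 times, the mean over both probes (2.80), and the others did not. For Myo6, the paper's fold change is about 3.5 in Fig. 5c, read by eye, and the brightest probe gave 0.714, which is lower in cKO where the paper lists a rise. None of 19 alternatives came within the paper's value. For these 3 genes, all alternatives but the mean over probes read the brightest probe. Several, such as the filters, the floor and the *t*-test on log2 values, cannot move a fold change, so the counts of alternatives overstate how widely the difference was tested.

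Another probe of each of these genes, chosen after seeing the values, gave in limma 4.33 for Ahnak, 4.01 for Gprc5a and 3.36 for Myo6. The ratio of linear means in the authors' table, also chosen after seeing the values, matches the fold changes printed in Fig. 5c to 2 digits for 7 of 7 genes, and in 3 of them the probe that matches is not the brightest. At these probes the P values printed there match an unequal-variance test in 7 of 7 genes to 2 digits and the equal-variance form in 0 of 7, while the statistics section of the paper names Student's *t*-test, which usually means the equal-variance form. The paper counts genes on the array, and the same number, 41174, is here the number of probes, which carry 27376 gene names.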

Other observations

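The tests of scaling, dim probes, slide, epithelial, erythroid and myeloid cells, of a constant under the brighter Gprc5a probe and of an axis between cultures were chosen only after the result was seen. The tests of sex, of DNA around the locus, of the background subtraction of Gprc5a, of single arrays for Foxp3 and of splits were set before.

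At the threshold of Fig. 5b, 74.2% of the probes called were higher in cKO. Of the 10 splits of the arrays, 1, the real one, had as many probes in one direction, and the highest count in another was 30. For an adjusted p under 0.05 the real split with 29 probes was again the 1 with as many, and other splits had at most 1. Chance cannot be excluded with 10 splits. The tables argue against scaling, since the lowest share over the other normalizations was 72.9%, and against dim probes, since 75.8% were higher among probes well above background on all arrays. Mice of different sex are argued against by the tested Y-linked genes Ddx3y, Eif2s3y and Kdm5d, whose largest change was 0.22 in size, with Xist above background on 0 arrays. Uty, also Y-linked, was above background on 1 array only and was not tested. DNA of the 129S6 strain near the targeted locus was to be tested by the called probes within 20 Mb of it, 0% of 217. Mice of both genotypes carry the floxed locus, so the design fixes this outcome and the value decides nothing. Mtap, next to the locus, had a log2 fold change of −0.98.

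An effect of the slide on this pattern cannot be told apart from the genotype. Control array 1 shares the slide of the cKO arrays, and on 80.1% of the probes called higher without it, it lay nearer the other controls than the cKO arrays. Control arrays 2 and 3, tested the same way, did so on 84.4% and 82.4%. Its median position on these probes was 31.4% of the way from the other controls to the cKO arrays (control array 2, 26.6% and control array 3, −22.4%), a statistic computed first and replaced by the share above, which is what the test had been worded for. Against control array 1 alone, 58.4% of the probes past a 3.5-fold change were higher, against 62.2% and 71.5% for controls 2 and 3, and 58.3% were higher with the slide as a term. These values rest on 1 control array.

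Cells of another type also stay open in part. The 5 tested epithelial markers had a median log2 fold change of 0.62 and all were higher (camera adjusted p = 0.065), which epithelial cells would give. Krt8 and Krt19 were above background on 0 of the arrays, but genes near the background exclude nothing. Of these markers, Epcam, Cdh1 and Cldn7 were above background on all 3 control arrays too. The 3 tested myeloid markers had a median of 0.15, with Fcgr3 at 1.70 and Mpeg1 at −0.10, and Lyz2 was above background on 0 cKO arrays. The 2 tested erythroid markers had a median of 0.64 but moved apart, with Hbb-b1 at 2.10 and Hba-a2 at −0.83. The deciding values for these lists were settled after those of single markers had been seen. Among the other lists, the median was 0.64 for 3 B cell markers (camera adjusted p = 0.065), −0.51 for CD8 T cells, 0.23 for T cells, 0.09 for Y-linked genes and 0.41 for T_reg_ cells. For these lists but that of B cells, and for the myeloid and erythroid lists, the camera adjusted p was between 0.49 and 0.74. The T cell and T_reg_ lists hold genes that these cells express themselves.

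The dimmer Gprc5a probe rose by 1.03 more than the brighter one on the log2 scale. The line of the brighter on the dimmer probe's scaled signal had an intercept of 284.8 (standard error 33.6) and a slope of 3.02. A constant signal under the brighter probe may give such a line, but so may an excess of background subtracted from the dimmer one, so that the 2 cannot be told apart. With normexp the probes differed by 0.55, at changes of 0.84 and 1.39. This was within the dimmer probe's spread of 0.63, which the test set beforehand counted in favour of the background subtraction. It is not taken as deciding, since normexp with an offset of 50 narrows the changes of dim probes by its construction.

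Foxp3 had a log2 fold change of −0.61 (standard error 0.22, adjusted p = 0.19, limma), with every cKO array below every control array. The paper reports more iT_reg_ cells in cKO cultures by flow cytometry in other cultures, for which these arrays hold no value. A single array as the cause is argued against, since the change nearest 0 with an array left out was −0.38. Of 20 genes chosen for the cell types and pathways that the paper discusses and used here, 18 were tested, 0 had an adjusted p under 0.05 over all probes, 3 had one adjusted over the list alone, which was shortened after the data were seen, 8 had an unadjusted p under 0.05 and 8 had separated groups, against 36.6% of all tested probes and 10% by chance. Il17a and Rarb were not above background. The log2 fold change was −0.55 for Il2ra, 0.94 for Ctla4, 0.51 for Ikzf2, 0.85 for Itgae, 0.41 for Tnfrsf18, −0.76 for Nrp1, 0.59 for Tbx21, 1.42 for Ifng, 1.10 for Gfi1, 0.29 for Bcl6, −0.58 for Socs1, 0.12 for Rara, −0.53 for Rxra (0.20 at its other probe), 1.35 for Dhrs3 and 0.04 for Hif1an. Ikzf2, Hif1an and Bcl6 turned under an alternative, and the direction of Rxra depends on the probe. The size depends on the probe for Ikzf2, with 0.65 to 1.23 at its other tested probes, and for Il2ra, with −0.65 to −0.02. In the family of Gprc5a, it was 0.60 for Gprc5b, which rests on cKO array 3, with 0.01 when that array was left out. Gprc5c was not well above background on any control array, and its log2 fold change in the first setting was 0.92 (standard error 0.21), or 1.90-fold. It was 0.79 at the lowest with an array left out and 0.32 with normexp and quantile normalization. The size of its rise thus depends on the setting, and no lower bound is given.

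Several of these values depend on which control array is read or on a single array. With the slide as a term, the value is the cKO mean minus control array 1, so the slide cannot be told apart from that array. The log2 fold change was then 0.06 for Itgae, 0.35 for Ifng, 0.10 for Tbx21, 0.18 for Tnfrsf18, −0.27 for Nrp1, 0.66 for Gfi1 and 0.72 for Dhrs3. Without control array 3 it was 0.37 for Itgae, 0.76 for Ifng, 0.30 for Tbx21, 0.20 for Tnfrsf18, 0.86 for Dhrs3 and 0.04 for Ikzf2. Without cKO array 3 it was −0.21 for Il2ra, −0.38 for Socs1 and 0.01 for Rara, and without cKO array 2 it was −0.25 for Rxra.

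The arrays differed within each genotype along the direction that parted the genotypes. The first principal component held 52.9% of the variance, with cKO arrays at 6.5, 30.3 and 72.5 and control arrays at −26.2, −27.9 and −55.2. Across probes, which are not independent, differences between 2 cultures of a genotype correlated with the genotype difference taken on other arrays with a median size of 0.21 over 6 correlations (0.17, 0.37, 0.23, −0.19, −0.26 and −0.08). An axis of variation between cultures that both genotypes share may underlie part of the changes. The test had been set to count a size above 0.2 in its favour, but no chance level is known for it, so that it cannot be told apart from a graded effect of the genotype.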
